# The calcium sensor CBL7 is required for *Serendipita indica*‐induced growth stimulation in *Arabidopsis thaliana*, controlling defense against the endophyte and K^+^ homoeostasis in the symbiosis

**DOI:** 10.1111/pce.14420

**Published:** 2022-08-29

**Authors:** Marta‐Marina Pérez‐Alonso, Carmen Guerrero‐Galán, Adrián González Ortega‐Villaizán, Paloma Ortiz‐García, Sandra S. Scholz, Patricio Ramos, Hitoshi Sakakibara, Takatoshi Kiba, Jutta Ludwig‐Müller, Anne Krapp, Ralf Oelmüller, Jesús Vicente‐Carbajosa, Stephan Pollmann

**Keywords:** Ca^2+^ signalling, endosymbiosis, growth promotion, plant defense, plant performance, plant−microbe interaction

## Abstract

Calcium is an important second messenger in plants. The activation of Ca^2+^ signalling cascades is critical in the activation of adaptive processes in response to environmental stimuli. Root colonization by the growth promoting endophyte *Serendipita indica* involves the increase of cytosolic Ca^2+^ levels in *Arabidopsis thaliana*. Here, we investigated transcriptional changes in Arabidopsis roots during symbiosis with *S. indica*. RNA‐seq profiling disclosed the induction of *Calcineurin B‐like 7* (*CBL7*) during early and later phases of the interaction. Consistently, reverse genetic evidence highlighted the functional relevance of CBL7 and tested the involvement of a CBL7‐CBL‐interacting protein kinase 13 signalling pathway. The loss‐of‐function of *CBL7* abolished the growth promoting effect and affected root colonization. The transcriptomics analysis of *cbl7* revealed the involvement of this Ca^2+^ sensor in activating plant defense responses. Furthermore, we report on the contribution of CBL7 to potassium transport in Arabidopsis. We analysed K^+^ contents in wild‐type and *cbl7* plants and observed a significant increase of K^+^ in roots of *cbl7* plants, while shoot tissues demonstrated K^+^ depletion. Taken together, our work associates CBL7 with an important role in the mutual interaction between Arabidopsis and *S. indica* and links CBL7 to K^+^ transport.

## 1 INTRODUCTION

Plants have evolved in spatial proximity to a multitude of different microorganisms in their surroundings. Their constant interaction with commensal, symbiotic and pathogenic microorganisms shaped highly specialized ecosystems in which plants find their niches and flourish. Since the initial description of the concept of mutual coexistence between dissimilar organisms (de Bary, 1879; Hertig et al., 1937), our knowledge regarding the symbiotic associations of plants with microorganisms has substantially advanced. Numerous studies unambiguously demonstrate that plant−microbe interactions are important to the structure, function and health of plant communities, and that symbiotic fungi contribute to the adaptations of plants to environmental stresses (Rodriguez et al., 2004).

*Serendipita indica* (formerly termed *Piriformospora indica*) is an axenically cultivable root colonizing plant endophyte of the order Sebacinales with an exceptionally broad host range (Mensah et al., 2020; Verma et al., 1998; Weiss et al., 2016). *S. indica* promotes plant performance and biomass production (Peskan‐Berghofer et al., 2004; Vadassery & Ranf, Drzewiecki, et al., 2009; Varma et al., 1999), enhances nutrient assimilation (Bakshi et al., 2017; Prasad et al., 2018), and confers increased biotic and abiotic stress tolerance to its host plants (Jogawat et al., 2016; Sun et al., 2014; Waller et al., 2005). The establishment of the symbiosis between *S. indica* and *Arabidopsis thaliana*, and the therewith coupled plant growth promotion, involves the perception of conserved microbial components by the plant, generally termed microbial‐associated molecular patterns (MAMPs), through specific pattern‐recognition receptor proteins. Pattern recognition, in turn, provokes a multitude of downstream events, including MAMP‐triggered immunity (Millet et al., 2010) and the induction of early plant defence responses, which comprise the deposition of callose and the production of defence‐related secondary metabolites, for example, phytoalexins, glucosinolates and camalexin (Jacobs et al., 2011; Lahrmann et al., 2015). At later stages of the infection, the controlled reduction of plant defence responses becomes paramount to facilitate the establishment of the mutual interaction between the endophyte and its host plant. In this respect, balancing of plant hormone contents and the tight control of indole glucosinolates are reported to play essential roles (Lahrmann et al., 2015; Nongbri et al., 2012; Xu et al., 2018).

The elevation of cytosolic Ca^2+^ concentrations in Arabidopsis root cells through the influx of Ca^2+^ via the Cyclic nucleotide gated channel 19 represents a further critical asset in consolidating the plant−fungus interaction (Jogawat et al., 2020; Vadassery & Ranf, Drzewiecki, et al., 2009). Calcium is an essential plant macronutrient that plays an important role in plant growth and development. At the same time, Ca^2+^ serves as an important second messenger in plants that is involved in orchestrating adequate responses to external signals, including biotic stresses (Thor, 2019). Cytosolic Ca^2+^ concentrations show highly dynamic and specific spatiotemporal patterns, which are governed by the type and intensity of the perceived stimulus (Pivato & Ballottari, 2021). Depending on the particular stimulus, plant cells respond by producing specific Ca^2+^ signatures that differ in their frequency, amplitude and duration (Batistič & Kudla, 2012). To decipher the different Ca^2+^ signatures, plants possess a broad set of different sensor molecules that either directly modify target proteins through phosphorylation or act through their physical interaction with specific partner proteins, including protein kinases (Kudla et al., 2018). This diverse set of Ca^2+^ sensor molecules encompasses Calmodulins (CaMs), Calmodulin‐like proteins (CMLs), Ca^2+^‐dependent protein kinases (CDPKs), Calcineurin B‐like proteins (CBLs), as well as their interacting kinases (CIPKs). The latter forming a two‐component system in which the CBLs act as Ca^2+^ sensors that relay their stimulation to specific CIPKs, which subsequently interact with downstream target proteins, such as nutrient transporters or ion channels (Liu & Tsay, 2003; Maierhofer et al., 2014; Ragel et al., 2015). In particular, the regulation of the high affinity potassium transporter HAK5 and the highly selective potassium channel AKT1 by CIPK23 is well documented (Lan et al., 2011; Lee et al., 2007; Ragel et al., 2015). However, there is also evidence for an interaction of CIPKs with diverse components of the abscisic acid response pathway, including the corepressors ABI1 and ABI2 (Ohta et al., 2003). The Arabidopsis genome contains 10 *CBL* and 26 *CIPK* genes. Among each other, the CBLs and CIPKs form functional complexes and it is noteworthy that CBLs are not promiscuously interacting with all CIPKs, but show preferences and interact only with a specific subset of CIPKs to facilitate efficient signal transduction and integration (Kudla et al., 2010). Overall, the specific combination of CBL‐CIPK modules is the key to provide versatility and flexibility in the regulation of a multitude of external stimuli that marshal ion transport in plants (Tong et al., 2021). In addition to the regulation of K^+^ transporters, CBL‐CIPK interactions have recently been described to control the polarization of plasma membranes (Yang et al., 2019). In this manner, CBL‐CIPKs can also indirectly regulate voltage‐gated K^+^ channels, such as the outward‐rectifying K^+^ channels SKOR and GORK (Dreyer et al., 2004).

Up to date, the functional role of Calcineurin B‐like 7 (CBL7) is only partially elucidated. A recent study associates CBL7 with the regulation of plant responses towards low nitrate in Arabidopsis (Ma et al., 2015). The work highlights a substantial expression of *CBL7* in root tissues and its induction under nitrogen and nitrate limiting conditions. Moreover, the authors report on the involvement of CBL7 in the transcriptional regulation of two high‐affinity nitrate transporter genes, *NRT2.4* and *NRT2.5*, without providing evidence for a molecular mechanism that could explain how the downstream genes are targeted. It is speculated that the localization of CBL7 to the nucleus facilitates its interaction with nitrate‐starvation response‐related transcription factors (TFs), such as NLP7 (Kiba & Krapp, 2016; Konishi & Yanagisawa, 2013; Krouk & Kiba, 2020; Marchive et al., 2013).

In this study, we identified the Ca^2+^ sensor CBL7 as an essential molecular component in the interaction between the root colonizing endophyte *S. indica* and *A. thaliana*. *CBL7* is consistently induced upon root infection with the fungus, not only at early stages of the infection, but also at later phases. Furthermore, we were able to demonstrate that the availability of CBL7 is crucial for the development of the fungus‐mediated plant growth promotion and for the proper distribution of potassium in the plant. The comprehensive transcriptomics analysis of the *cbl7* mutant grown with and without the fungus in comparison to corresponding wild‐type plants additionally pinpointed a role of CBL7 in harmonizing plant defense responses for the long‐term interaction between the endophyte and Arabidopsis. Taken together, our results establish CBL7 as a novel key component required for the successful establishment of the symbiosis between *S. indica* and *A. thaliana*.

## 2 MATERIALS AND METHODS

### 2.1 Biological material and growth conditions

In this work, we used the *A. thaliana* Col‐0 (N1092) and Col‐3 (N28171) backgrounds as references. We obtained the mutant alleles CBL‐interacting protein kinase 13 (*cipk13‐1)* (SALK_124748C) and *cipk13‐2* (SALK_130671), as well as *cbl7‐1* (SAIL_201_A01) from the Nottingham Arabidopsis Stock Centre (NASC). T‐DNA insertion lines were genotyped as previously described (Alonso et al., 2003), using the primer pairs listed in Supporting Information: Data Sheet 1. The T‐DNA insertion mutants *cbl7‐2* and *hak5* have previously been described (Ma et al., 2015; Ragel et al., 2015). Plants were grown on Petri dishes containing solidified ½ MS medium supplemented with 1% sucrose (w/v) (Murashige & Skoog, 1962). Plant growth proceeded in a growth chamber under strictly controlled environmental conditions (16 h light, 8 h darkness, constant temperature of 22°C, 100−105 µmol photons m^−2^ s^−1^ photosynthetically active radiation). In addition, we used *S. indica* strain DSM 11827, which was obtained from the German Collection of Microorganisms and Cell Cultures (DSZM) in Braunschweig, Germany, and the plant growth‐promoting fungus *Penicillium minioluteum* that has been extracted from roots of *Chenopodium quinoa* grown in the Atacama Desert (González‐Teuber et al., 2018). The fungi were grown at 28°C in darkness on solidified arginine phosphate (AP) medium (Rodríguez‐Navarro & Ramos, 1984) and refreshed weekly.

### 2.2 Root growth promotion assay

Surface‐sterilized Arabidopsis seeds were plated on vertical ½ MS plates. After stratification (2 days at 4°C), the plates were transferred to the growth chamber and the seedlings were grown vertically for 1 week. Thereafter, four to five seedlings were transferred to Petri dishes containing solidified Plant Nutrition Medium (PNM) supplemented with 50 mM NaCl (Johnson et al., 2013). Each seedling was then associated with a 5 mm Ø medium plug extracted from either sterile AP plates (control) or from AP plates harbouring a 1‐week‐old *S. indica* mycelium (cocultivation). The PMN plates with the control seedlings and the seedlings cocultivated with the fungus were further kept in a growth chamber maintained at 23.5°C, 16/8 h photoperiod, 100 µmol photons m^−2^ s^−1^ light intensity for another 10 days. After that time, the plants were photographed for the further analysis of the root system and the plant material was either used for RNA extraction or the determination of the fresh weight.

### 2.3 Quantitative analysis of root system architecture traits

The stimulation of root growth is a well‐described trait in the interaction of *S. indica* with its host plant. With the aim to quantify the effect of *S. indica* in the different genotypes and treatments, respectively, photographs of the plates were captured with a digital camera at a fixed distance of 29 cm. Using Adobe Photoshop CC, the images were cropped to a height of 14 cm maintaining only the part containing the root system and converted to black and white images. The root network traits of the plants in the prepared images were then analysed using the GiA Roots software (Galkovskyi et al., 2012). Further processing of the images included their segmentation employing global thresholding (Binary_inverted) and Gaussian adaptive thresholding. For the comparative analysis of alterations of the root system architecture, the total network area and total network length was used as readout. Taking the biological variability of the system into account, 24 individual plants per genotype and growth condition were analysed, respectively.

### 2.4 Total RNA extraction, library construction and RNA‐seq analysis

To study transcriptional alterations provoked by either the cocultivation of Arabidopsis roots with *S. indica* or the functional knockout of *CBL7*, total RNA from 100 mg plant roots was extracted as previously described (Oñate‐Sánchez & Vicente‐Carbajosa, 2008). The quality and concentration of the extracted RNA was tested by absorbance analysis using a Nanodrop® ND‐1000 spectrophotometer (Thermo Fisher Scientific). After an additional confirmation of the RNA sample integrity on a Bioanalyzer 2100 (Agilent) by the Novogene Genomics Service, the service laboratory proceeded with the library construction and RNA sequencing (PE150) on Illumina NovaSeq™ 6000 platforms. The Novogene Genomics Service also provided basic data analysis applying their RNAseq pipeline. This included data filtering and sequence alignment using HISAT2 v2.0.5 with default parameters (Kim et al., 2019), transcript quantification with HTSeq v0.6.1 with ‐m union parameter (Anders et al., 2014) and differential gene expression analysis employing the DESeq. 2 v1.22.2 algorithm with a cut‐off value of an adjusted *p*< 0.05 (Love et al., 2014). For each genotype and treatment, respectively, three biological replicates were processed. The resulting *p* values were adjusted for multiple testing using the Benjamini−Hochberg correction (Benjamini & Hochberg, 1995). Along with the adjusted *p* value [false discovery rate (FDR)] of <0.05 an absolute differential expression of log_2_ fold change (FC) ≥1.25 was chosen to select differentially expressed genes (DEGs). The functional classification of DEGs was performed using the MapMan v3.6 software (Thimm et al., 2004), paying special attention to DEGs related with plant defense and nutrient assimilation. Furthermore, functional relationships between the DEGs were investigated using the applications stringApp v1.7 (Doncheva et al., 2019), MCODE v2.0 (Bader & Hogue, 2003), EnrichmentMaps v3.3.3 (Merico et al., 2010) and ClueGO v2.5.8 (Bindea et al., 2009) in Cytoscape v3.9.0 (Shannon et al., 2003).

### 2.5 qPCR analysis

Real‐time quantitative RT‐PCR was conducted as previously described (Pérez‐Alonso et al., 2021). In brief, total RNA from three different biological samples was converted into cDNA using M‐MLV reverse transcriptase and oligo(dT)_15_ primer. Two nanograms of cDNA was then used as template for the qPCR reactions, which were conducted in triplicate (technical replicates). The oligonucleotide pairs used in the experiments are given in Supporting Information: Data Sheet 1. The reactions were monitored on a Lightcycler 480 Real‐time PCR system (Roche Diagnostics). Differential gene expression in Arabidopsis was analysed by using the comparative $2^{‐\Delta \Delta C_{t}}$method (Livak & Schmittgen, 2001) with *Adenine phosphoribosyl transferase 1* (*APT1*, At1g27450) as reference gene (Jost et al., 2007). Root colonization with *S. indica* was monitored with a primer pair for fungal translation elongation factor EF‐1α (*TEF1*) (Bütehorn et al., 2000). The fungal *TEF1* cDNA levels were expressed relative to the plant *Glycerinaldehyde‐3‐phosphate dehydrogenase C2* (*GAPC2*, At1g13440) cDNA levels. To exclude that the amplified DNA fragments stem from DNA of dead fungal tissues within the roots, all data presented here derived from cDNA libraries generated from RNA of colonized roots.

### 2.6 Trypan blue staining of fungal hyphae and spores

To visually inspect root colonization, 10−12 small root samples from control and cocolonized plants were employed. First, the root samples were thoroughly washed with deionized water. Next, the root samples were cut in 1 cm long pieces and incubated overnight in 10 N KOH. The root samples were then rinsed five times with sterile H_2_O, before they were incubated for 5 min in 0.1 N HCl. Finally, the samples were incubated in a 0.05% trypan blue solution (w/v), before they were partially decolorized with lactophenol over 10 min. Before the specimen were mounted on glass slides and examined by microscopy, they were washed once with 100% ethanol and three times with sterile H_2_O and stored in 60% glycerol (v/v).

### 2.7 K^+^ quantification

The analysis of endogenous cation contents of infected and control plants was performed according to Conchillo et al. (2021) in fractions of root and shoot samples. In brief, the fungi were first K^+^ depleted buy inoculating 100 ml AP medium containing 1 mM K^+^ with 1.5 × 10^3^ of the corresponding spores and incubating it for 1 week at 28°C. Next, the mycelia were harvested by centrifugation and transferred to fresh AP medium without K^+^. After another week of incubation, the K^+^ starved spores were harvested. At the same time, Arabidopsis seedlings were germinated on ½ MS plates for 1 week. Thereafter, the seedlings were transferred to square Petri dishes containing modified Hoagland agar medium adjusted to pH5.7 (Álvarez‐Aragón et al., 2016) without glucose and either no KCl or 1 mM KCl. After 1 week, the roots of 20 Arabidopsis seedlings were inoculated with 250 µl of a solution containing 1.5 × 10^6^ spores ml^−1^. Noninfected plants were grown under similar conditions. K^+^ quantification was performed after 1 week of cocolonization with the fungi. To avoid carry overs from the medium, roots were thoroughly rinsed with 10 mM MES‐Ca^2+^ pH 6.5. Next, root and shoot samples were dried, weight and extracted with 1 M HNO_3_ at ambient temperature over 36 h. The K^+^ contents of the supernatants were then determined by atomic emission spectroscopy. The results are given as the means and their standard errors of three independent experiments.

### 2.8 Statistical analysis

For statistical data assessment and the generation of box plots, JASP v0.16 was employed. The box plots show the median, quartiles and extremes of the compared experimental values. One‐way anova followed by Tukey's post hoc test or Student's *t*‐test were performed to statistically analyse the data. Sample sizes (*n*) for each experiment are given in the respective figure legends. Hierarchical clustering and heatmaps of selected gene expression levels across the different experiments was conducted using the Instant Clue software v0.10.10 (Nolte et al., 2018).

## 3 RESULTS

### 3.1 *CBL7* is induced in the symbioses between Arabidopsis and *S. indica*

The growth promoting effect of *S. indica* on multiple host plant species has already been well‐characterized (Mensah et al., 2020). However, the precise molecular mechanism by which the fungal root endophyte induces plant growth remains largely elusive. To shed further light on the molecular basis of the interaction between *S. indica* and Arabidopsis, we took a comprehensive transcriptomics approach analysing the transcriptional differences between control plants and plants challenged with *S. indica* at both early [2 days post infection (dpi)] and later (10 dpi) stages of cocultivation. At the indicated time points, total RNA was isolated and, after library construction, subjected to mRNA‐seq analysis. The application of a Benjamini‐Hochberg false discovery rate (FDR) (*p*_adj._ ≤ 0.05) and setting the FC cut‐off to log_2_FC ≥ 1.25, identified 138 induced and 10 repressed genes, respectively, at 2 dpi, while we identified 411 induced and 26 repressed genes after 10 days of cocultivation (Supporting Information:Data Sheet 2). The expression data revealed that 9.8% of the DEGs were induced both after 2 and 10 days of cocultivation on PMN medium, while 16.2% and 67.3% of the DEGs were only induced in the early and later phases of the interaction, respectively (Figure 1a). Notably, only 6.8% of the DEGs were repressed under the tested conditions, and only one gene, *Senescence‐associated gene 13* (*SAG13*), turned out to be repressed during the establishment of the plant−fungus interaction, while being induced at later stages of the symbiosis. To gain further insight into the affected biological processes triggered by the fungus during the studied interaction, we performed gene ontology (GO) analyses of the induced DEG groups (Supporting Information:Image 1A). The analysis revealed a substantial enrichment of genes associated with stress and defense‐related GO terms. To decipher possible molecular mechanisms, we further employed a functionally enriched network analysis to identify biological interpretations and interrelations of functional groups in biological networks (Figure 1b) (Bindea et al., 2009). The network analysis largely confirmed the obtained enriched GO term classifications. In addition, it provided evidence for the enrichment of genes related to a group of GO terms associated with cellular Ca^2+^ homoeostasis and Ca^2+^ signalling processes, which attracted our attention and on which we followed up in this study.

**Figure 1:**
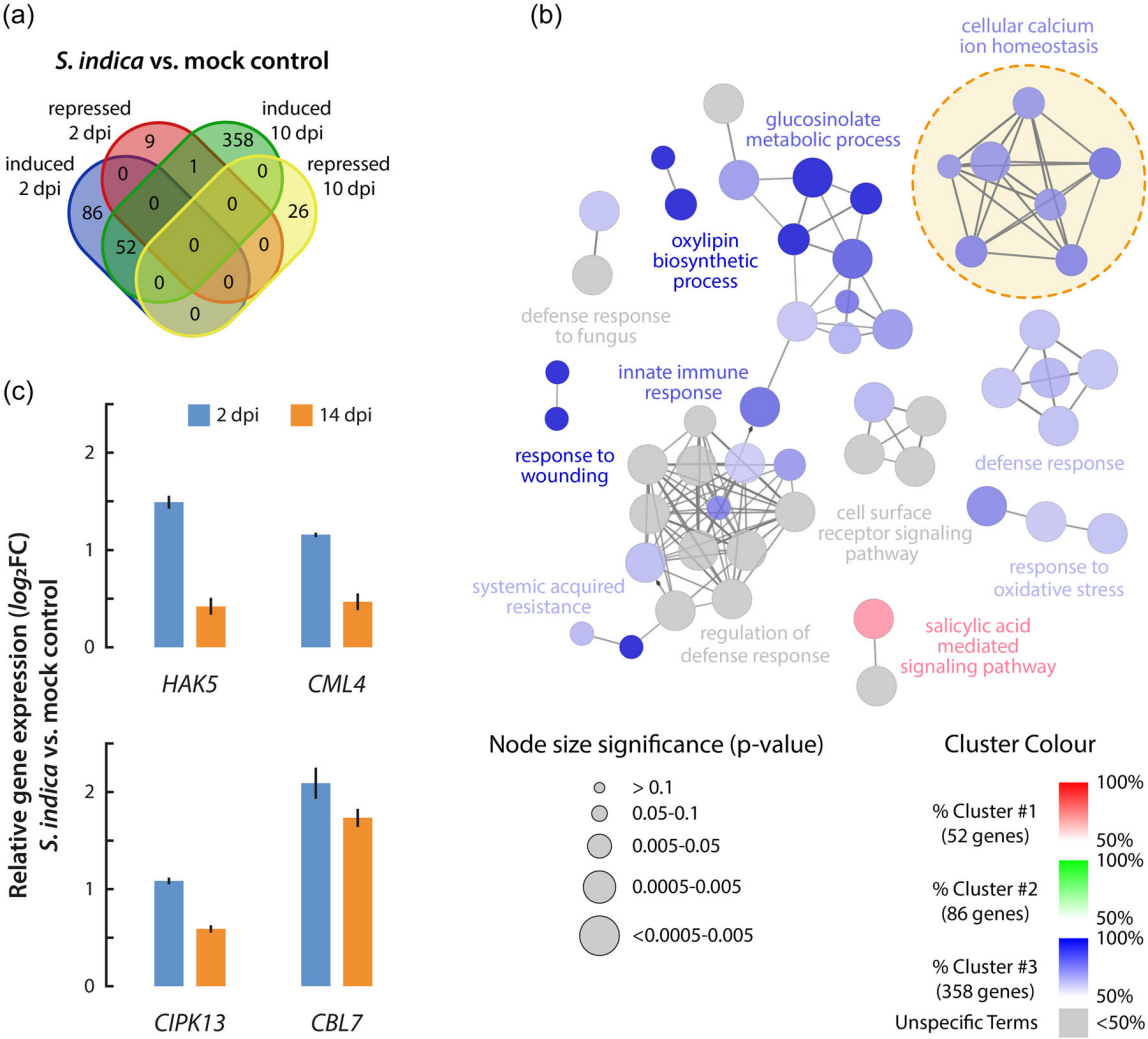
Transcriptional analysis of Arabidopsis seedlings cocultivated with *Serendipita indica*. (a) Venn diagram showing the numbers of differentially expressed genes in Arabidopsis plants 2‐ and 10‐days post infection with *S. indica* compared to control plants that were mock infected. (b) ClueGo analysis of induced DEGs. The figure shows the representative molecular function interaction among the targets. (c) qPCR analysis of transcriptional responses of identified target genes in plants that were cocultivated for 2 and 10 days, respectively, with *S. indica* compared to mock treated plants. The data represent means ± SE (*n* = 3). DEGs, differentially expressed genes; dpi, days post infection. [Color figure can be viewed at wileyonlinelibrary.com]

To gain a better understanding of the role of Ca^2+^‐related processes in the mutual interaction between *S. indica* and Arabidopsis, we extracted the relative expression profiles of 88 Ca^2+^ signalling‐related genes from the nonfiltered RNA‐seq data sets and performed a hierarchical cluster analysis (Supporting Information: Image 1B). We have been particularly intrigued by the expression profile of the genes in Cluster 1, which contained the four genes *High affinity K* ^*+*^ *transporter 5* (*HAK5*), *Calmodulin‐like 4* (*CML4*), *CIPK13* and *CBL7*. The genes were consistently induced both at early and later stages of the plant−fungus interaction, which could be confirmed by qRT‐PCR analysis (Figure 1c). Activation of these genes might therefore be required both for the establishment and preservation of the mutual plant−fungus interaction.

### 3.2 CBL7 is required for fungus‐mediated growth promotion

CBL proteins are plant‐specific Ca^2+^ sensors that are predicted to decode calcium transients through interaction with CIPKs (Tang et al., 2020). It has previously been shown that several CBL proteins, that is, CBL1, CBL8, CBL9 and CBL10, interact with CIPK23 to regulate HAK5 transport activity (Ragel et al., 2015). Hence, we speculated that CBL7 and CIPK13 may physically interact with each other to control HAK5 activity as their downstream target, because of their shared expression profiles in response to the infection of Arabidopsis seedlings with *S. indica*. To test this hypothesis, we took a reverse genetics approach to assess the role of CBL7, CIPK13 and HAK5 in the fungus‐mediated promotion of plant growth. To do so, we used two independent T‐DNA insertion mutants for both *CBL7* and *CIPK13*, as well as the previously described *hak5* mutant. The mutants were grown for 7 days on ½ MS medium alongside with corresponding wild‐type control plants, before the seedlings were transferred to PNM medium, where they were either cocultivated with *S. indica* or a mock control. After 10 days, the vertically grown plants were photographed (Supporting Information: Figure S2), and the root system architecture was analysed using the GiA Roots software. The statistical assessment of the monitored parameters facilitated a quantitative comparison of the growth promoting effect elicited by *S. indica* in the different genotypes. As shown in Figure 2a, the functional knockout of *CIPK13* had no impact on the total root network length. Both *cipk13* alleles exhibited a significant growth promotion through the cocultivation with *S. indica*, similar to the response of the wild‐type control plants. The same observation was made for the *hak5* mutant (Figure 2b). In contrast, the loss‐of‐function mutants of *CBL7*, *cbl7‐1* and *cbl7‐2*, are characterized by a substantial reduction of the growth promoting effect observed in Col‐3 control plants (Figure 2c). The additional analysis of the total network area and biomass of the different groups of seedlings confirmed the obtained results (Table 1). Taken together, the results suggest that CBL7 plays an important role in the establishment/maintenance of the symbiosis, because on the one hand the functional inactivation of CBL7 coincides with a loss of the growth promoting effect normally exerted by the fungus. CIPK13 and HAK5, on the other hand, are seemingly likely not vital or replaceable in the plant−fungus interaction, given that the knockout mutants showed no significant alteration of their growth behaviour when infected with *S. indica*.

**Figure 2:**
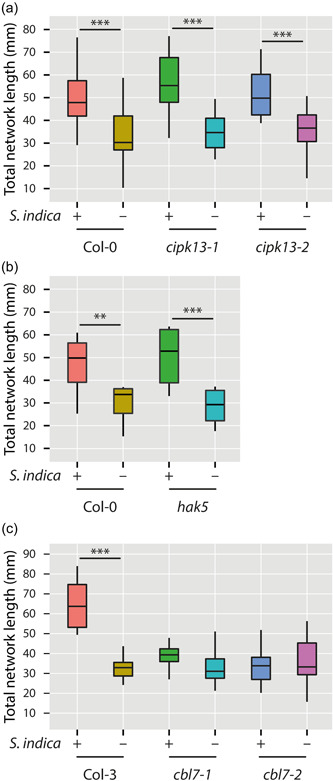
Total root network length of Arabidopsis wild‐type and mutant plants after 14 days of cocultivation with *Serendipita indica* or mock treatment. (a) Comparison of two *cipk13* T‐DNA insertion mutant alleles with Col‐0. (b) The growth promoting effect of *S. indica* is not affected in the *hak5* mutant. (c) Analysis of the fungus‐triggered growth promoting effect in Col‐3 and *cbl7* mutant plants. The box plots show the median, quartiles and extremes of the compared data sets (*n* = 24). Asterisks indicate significant differences between S. indica and mock treated samples. Student's *t*‐test: **p ≤ 0.01, ***p ≤ 0.001. *cbl7, Calcineurin B‐like; cipk13*, CBL‐interacting protein kinase 13. [Color figure can be viewed at wileyonlinelibrary.com]

**Table 1:** Growth promoting effects on Arabidopsis plants mediated by the endophytic fungus

Genotype	Network area (cm^2^)			Root fresh weight (mg)		
	+ *Serendipita indica*	– *S. indica*	∆ ± *S. indica*	+ *S. indica*	– *S. indica*	∆ ± *S. indica*
Col‐3	7.3 ± 0.3	4.0 ± 0.3	3.3 ± 0.4***	126 ± 15	85 ± 15	41 ± 6**
*cbl7‐1*	6.0 ± 0.3	5.0 ± 0.4	1.0 ± 0.5	84 ± 11	64 ± 7	20 ± 4
*cbl7‐2*	5.4 ± 0.3	4.4 ± 0.2	1.0 ± 0.3	97 ± 15	73 ± 9	25 ± 5
Col‐0	3.8 ± 0.2	2.6 ± 0.2	1.2 ± 0.3**	96 ± 16	61 ± 12	36 ± 5**
*cipk13‐1*	4.3 ± 0.3	3.0 ± 0.2	1.3 ± 0.3***	112 ± 8	70 ± 6	42 ± 4**
*cipk13‐2*	3.3 ± 0.1	2.2 ± 0.2	1.1 ± 0.2***	105 ± 9	73 ± 10	31 ± 5**
*hak‐5*	4.7 ± 0.3	2.5 ± 0.2	2.2 ± 0.4***	100 ± 10	70 ± 13	31 ± 5*

*Note*: Differences in total root network area and root fresh weight were used as molecular marker of the growth promoting effect of *S. indica* on its host plants. Data represent means ± SE (*n* = 24). Asterisks indicate significant differences between *S. indica* and mock treated samples. Student's *t*‐test: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001.

Abbreviations: *cbl7, Calcineurin B‐like*; *cipk13*, CBL‐interacting protein kinase 13.

### 3.3 A loss of *CBL7* interferes with potassium distribution in Arabidopsis

To further investigate the biological functions of CBL7, we conducted another set of mRNA‐seq analyses comparing the transcriptional profiles of *cbl7‐2* and Col‐3 (wt) plants under control conditions. 

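Root RNA was sequenced from 3 biological replicates per genotype and treatment. Col-3 is the wild type in which *cbl7-2* was isolated, and *cbl7-2* carries a T-DNA insertion in *CBL7*, the gene of a calcineurin B-like (CBL) calcium sensor. The seedlings had grown for 7 days before they were moved to plates on which each root received an agar plug without fungus. For the time on these plates the figure legends and the sample labels give 14 days, while the methods of the growth assay give 10 days. PolyA RNA was made into Illumina libraries and read as paired ends. The paper's methods name HISAT2 for alignment, HTSeq for counting and DESeq2 for the comparison, whereas the submitters' processing notes name TopHat2 2.0.12, HTSeq 0.6.3 and the TAIR10 genome. The values used here are the authors' FPKM, the fragments of a gene scaled to its length and to the size of the library, for every annotated gene. Depth was read from the steps between low FPKM values, each of which is worth 1 fragment. It lay between 44.2 and 56.8 M fragments in the mock-treated Col-3 libraries (median 45.0) and between 42.1 and 43.9 M in the mock-treated *cbl7-2* libraries (median 43.6). Among values of single-exon genes of up to 50 fragments, 91.5% to 92.5% per library came out as whole fragments within a tolerance of 0.02. Fragments summed over the genes with a known exon length came to 107.3% to 107.8% of this depth, which is therefore approximate. Because FPKM are no counts, expression was compared as log2(FPKM + 1) with the moderated test of limma, in a fit of all 4 groups with 8 residual degrees of freedom. A fold change on this scale understates the change of genes with low FPKM. The test covered the 20354 genes with an FPKM of at least 0.5 in at least 3 of the 12 libraries, and p-values were adjusted by Benjamini and Hochberg's method. Gene groups were compared with all other genes by limma's camera, with a preset correlation between genes of 0.01, and again with a correlation estimated from the libraries.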

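*CBL7* (AT4G26560) was itself higher in every library labelled *cbl7-2*. Its FPKM was 6.36 ± 2.02 (SD, n = 3) in the mock-treated libraries labelled *cbl7-2* and 1.94 ± 0.276 (SD, n = 3) in mock-treated Col-3, a log2 fold change of 1.29 (SE 0.24, adjusted p = 0.0373 from limma). After cocultivation with *S. indica* it was 10.0 ± 2.40 and 1.88 ± 0.848 (SD, n = 3 each), a log2 fold change of 1.96 (SE 0.24, adjusted p = 0.00271 from limma). Over both treatments the 6 libraries labelled *cbl7-2* lay between 4.16 and 12.6 FPKM and the 6 Col-3 libraries between 0.996 and 2.69 (2-sided exact permutation test, p = 0.00216, the smallest that 6 libraries against 6 allow). The FPKM of a whole gene cannot tell a full-length transcript from a partial one around an insertion. For the samples measured here *cbl7-2* therefore names their label, with or without the word labelled. The next 2 genes on the same strand of chromosome 4 in TAIR10.1, *FKBP16-1* (AT4G26555), which encodes an immunophilin of the chloroplast, and AT4G26550, were higher as well, by 1.72 (SE 0.13, adjusted p = 3.2e-05) and 1.47 (SE 0.11, adjusted p = 3.7e-05). On the other side of *CBL7*, the calcium sensor gene *CBL3* was at 51.6 ± 3.74 and 54.3 ± 4.87 FPKM (log2 fold change -0.07, adjusted p = 0.679). Of the 6 measured genes of this locus, 3 were higher, none was lower and 3 did not pass (3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 8.2e-06, adjusted p = 0.0473 with an estimated correlation). The paper's values for the 3 higher genes had been seen before this test was set, so the list is no independent evidence. On chromosome 3, *ATL51* (AT3G03550), a RING-type ubiquitin ligase gene, was at 292 ± 60.9 FPKM against 18.3 ± 0.637, a log2 fold change of 3.91 (SE 0.13, adjusted p = 1.8e-09).

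**Figure D1:**
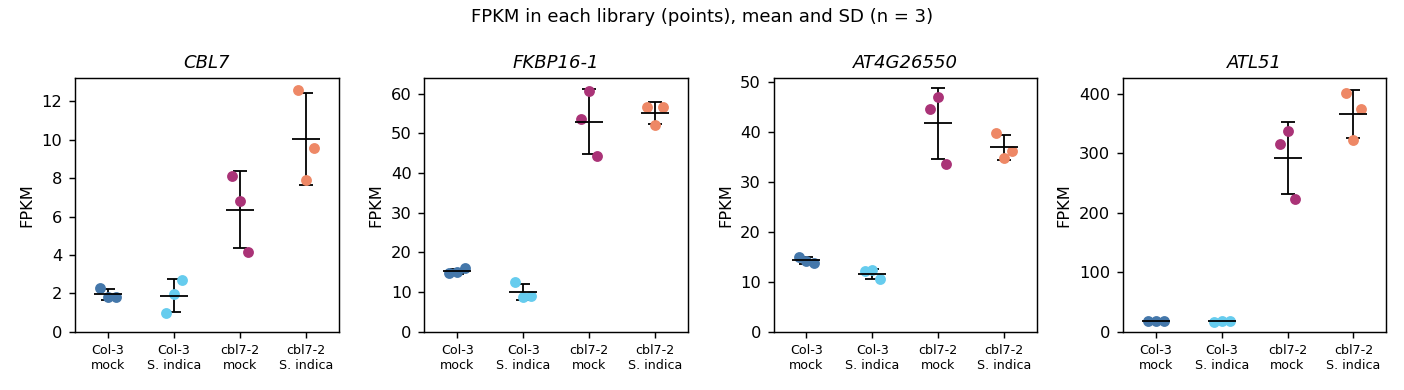
FPKM of *CBL7*, *FKBP16-1*, AT4G26550 and *ATL51* in each library (vertical axes, linear and from 0) for Col-3 and *cbl7-2* roots, mock treated or cocultivated with *S. indica* (horizontal axes). Points are libraries, horizontal lines are means and whiskers are SD (n = 3), and for *ATL51* the libraries labelled *cbl7-2* lie between 223 and 402 FPKM and the Col-3 libraries between 16.4 and 18.7.

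At an adjusted p under 0.05 and a log2 fold change of at least 1.25, 5 genes were higher and 4 were lower in mock-treated roots labelled *cbl7-2*. Besides *ATL51* and the 3 genes around *CBL7*, the h-type thioredoxin gene *TH8* was higher, at 1.29 (SE 0.25, adjusted p = 0.0470). The lower genes were the noncoding RNA genes AT2G08735 at -2.34 (SE 0.20, adjusted p = 8.1e-05) and AT4G04223 at -1.65 (SE 0.33, adjusted p = 0.0471), and the protein-coding genes AT1G77160 at -1.45 (SE 0.18, adjusted p = 0.00369) and AT1G65370 at -1.28 (SE 0.26, adjusted p = 0.0471). The calls of *ATL51*, *FKBP16-1*, AT4G26550, AT2G08735 and AT1G77160 held without any 1 of the 6 libraries. That of *CBL7* was lost without any 1 Col-3 mock library or *cbl7-2* mock replicate 1 or 2 (adjusted p 0.0591 to 0.197), that of *TH8* without any 1 Col-3 mock library or *cbl7-2* mock replicate 1 or 2 (adjusted p 0.0670 to 0.121), that of AT4G04223 without any 1 of the 6 libraries (adjusted p 0.0558 to 0.136) and that of AT1G65370 without Col-3 mock replicate 2 or 3 or *cbl7-2* mock replicate 1 or 2 (adjusted p 0.0627 to 0.221). Nor did *CBL7* pass with no filter (adjusted p = 0.0801), AT4G04223 with a pseudocount of 0.1, no filter, a median-of-ratios size factor, TPM or quantile normalization (adjusted p 0.0528 to 0.0857), AT1G65370 with a pseudocount of 0.1, no filter, TPM or quantile normalization (adjusted p 0.0529 to 0.0857) and *TH8* with no filter (adjusted p = 0.0855). The counts of higher and lower genes were 11 and 5 without *cbl7-2* mock replicate 3, 3 and 2 without *cbl7-2* mock replicate 1 or Col-3 mock replicate 3, and 3 and 3 without *cbl7-2* mock replicate 2 or Col-3 mock replicate 2.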

After applying the same threshold as before (FDR *p*_adj._ ≤ 0.05, log_2_FC ≥ 1.25), we identified only 20 induced and 53 repressed DEGs (Figure 3a,b), respectively. The GO analysis of this reduced number of DEGs did not provide evidence for the significant enrichment of any GO term. As the arbitrary chosen expression threshold provided no significant results, we repeated the analysis with less stringent threshold values (FDR *p*_adj._ ≤ 0.05, log_2_FC ≥ 0.35), giving 119 induced and 947 repressed DEGs, respectively (Figure 3a,b). 

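At the lower limit of log2 0.35, 37 genes were higher and 75 were lower in mock-treated roots labelled *cbl7-2*. Among the higher genes, *PEN3*, which encodes an ABC transporter that exports defense compounds at the cell surface, reached 161 ± 24.4 FPKM against 94.0 ± 12.6 in Col-3 (SD, n = 3 each), a log2 fold change of 0.76 (SE 0.15, adjusted p = 0.0475 from limma). *ICS1*, the isochorismate synthase gene of salicylic acid (SA) synthesis, was higher by 0.57 (SE 0.09, adjusted p = 0.0182) and *JAZ9*, a repressor gene of jasmonate signalling, by 0.91 (SE 0.18, adjusted p = 0.0477). *ICS1* was the 1 gene of 17 measured for SA and systemic acquired resistance that passed, and *JAZ9* the 1 of 16 for jasmonate and ethylene responses (1 higher in each when adjusted over the list alone). Both lists as a whole lay above the other genes by camera (adjusted p = 0.00144 and 3.0e-04), but not with an estimated correlation (adjusted p = 0.239 and 0.316). AT1G14642 was among the lower genes, at -0.94 (SE 0.17, adjusted p = 0.0372). The call of *PEN3* was lost without any 1 Col-3 mock library or *cbl7-2* mock replicate 1 or 3 (adjusted p 0.0533 to 0.223), that of *ICS1* without Col-3 mock replicate 2 or 3 or *cbl7-2* mock replicate 1 (adjusted p 0.0622 to 0.107) and that of *JAZ9* without any 1 Col-3 mock library or *cbl7-2* mock replicate 1 or 2 (adjusted p 0.0629 to 0.215). Nor did *PEN3* pass with a pseudocount of 0.1, no filter, TPM or quantile normalization (adjusted p 0.0514 to 0.0855) and *JAZ9* with a pseudocount of 0.1 or no filter (adjusted p 0.0514 to 0.0855). The median over all genes tested was -0.07, 979 genes were higher and 2931 lower at an unadjusted p under 0.05, and 22.1% of the genes had libraries that did not overlap between the genotypes, of which chance gives 10%. The split of 37 to 75, or 33.0% higher, became 66 to 44 (60%) with a median-of-ratios size factor, 34 to 35 (49.3%) after rescaling to TPM and 38 to 32 (54.3%) after quantile normalization, and 52.9% with a correction for GC content and length chosen after seeing the data. The counts were 94 and 366 without *cbl7-2* mock replicate 3, 4 and 6 without *cbl7-2* mock replicate 1, 15 and 23 without *cbl7-2* mock replicate 2, 7 and 10 without Col-3 mock replicate 2, 8 and 8 without Col-3 mock replicate 3 and 38 and 48 without Col-3 mock replicate 1.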

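Transcripts of 4 pre-mRNA splicing factors were lower in mock-treated roots labelled *cbl7-2*. *SR34B*, a serine/arginine-rich splicing factor gene, was at 8.74 ± 1.20 FPKM against 20.3 ± 3.88 in Col-3 (SD, n = 3 each), a log2 fold change of -1.12 (SE 0.15, adjusted p = 0.00722 from limma). *U2AF65A*, whose product binds the polypyrimidine tract of introns, was at 42.7 ± 7.41 against 68.5 ± 7.26 FPKM, a log2 fold change of -0.68 (SE 0.14, adjusted p = 0.0471). *U1-70K*, of the U1 small nuclear ribonucleoprotein (snRNP), and *RS41* were lower, at -0.71 (adjusted p = 0.0471) and -0.51 (adjusted p = 0.0361). Of 27 measured genes of SR splicing factors and snRNP proteins, these 4 were lower, none was higher and 23 did not pass (17 lower when adjusted over the list alone). The fold change was negative for 26 of the 27, with a median of -0.36. The list lay below the other genes by camera (adjusted p = 2.8e-09, but adjusted p = 0.212 with an estimated correlation). Of the 33 genes that the study's own table assigns to the spliceosome, 5 were lower (the 4 above and AT3G05760 at -0.54, adjusted p = 0.0182), none was higher and 28 did not pass (33 lower when adjusted over the list alone, camera adjusted p = 4.1e-22, adjusted p = 0.0983 with an estimated correlation). That list was chosen on these libraries and is no independent evidence of its direction, and 13 of the 27 genes stand in it. The call of *SR34B* was lost without *cbl7-2* mock replicate 1 (adjusted p = 0.0575), that of *U1-70K* without Col-3 mock replicate 2 or 3 or *cbl7-2* mock replicate 1 or 2 (adjusted p 0.0789 to 0.215), that of *U2AF65A* without any 1 Col-3 mock library or *cbl7-2* mock replicate 1 or 2 (adjusted p 0.0507 to 0.221), that of *RS41* without any 1 Col-3 mock library or *cbl7-2* mock replicate 1 or 2 (adjusted p 0.0576 to 0.190) and that of AT3G05760 without Col-3 mock replicate 2 or 3 or *cbl7-2* mock replicate 1 (adjusted p 0.0622 to 0.104). Among the other settings, *U2AF65A* did not pass with a pseudocount of 0.1, no filter, a median-of-ratios size factor, TPM or quantile normalization (adjusted p 0.0514 to 0.0849), *U1-70K* with no filter, TPM or quantile normalization (adjusted p 0.0529 to 0.0824) and *RS41* with TPM (adjusted p = 0.0507).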

Subsequent GO and KEGG enrichment analysis revealed the repression of 22 genes associated with the spliceosome (Figure 3c). Furthermore, we were able to identify the induction of 18 (*p*_adj._ = 3.34 × 10^−9^) and 12 (*p*_adj._ = 2 × 10^−3^) genes related to cell wall organization and ion transport GO terms, respectively (Supporting Information:Data Sheet 2). 

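Of the 22 genes of the study's cell wall organization list that were measured, 3 were higher in mock-treated roots labelled *cbl7-2*, none was lower and 19 did not pass (20 higher when adjusted over the list alone). Besides the transporter gene *PEN3*, these were AT3G10720, at 34.3 ± 3.06 FPKM against 21.4 ± 1.30 in Col-3 (SD, n = 3 each), a log2 fold change of 0.65 (SE 0.10, adjusted p = 0.0182 from limma), and AT4G24140, at 45.9 ± 5.11 against 32.9 ± 1.81 FPKM, a log2 fold change of 0.46 (SE 0.08, adjusted p = 0.0343). AT3G10720 encodes a pectin methylesterase, an enzyme that modifies cell wall pectin. All 22 fold changes were positive, with a median of 0.66 (camera adjusted p = 9.7e-23, adjusted p = 0.0119 with an estimated correlation). Of 11 measured genes of the study's ion transport list, 6 were higher, none was lower and 5 did not pass (11 higher when adjusted over the list alone). *CLC-B*, which encodes a nitrate/proton exchanger of the vacuole, was at 84.5 ± 6.66 against 54.2 ± 7.28 FPKM, a log2 fold change of 0.64 (SE 0.11, adjusted p = 0.0225). *NPF2.10* and *NPF2.11*, whose products transport glucosinolates and nitrate, were higher by 0.55 (SE 0.10, adjusted p = 0.0366) and 0.47 (SE 0.08, adjusted p = 0.0225). The median of this list was 0.56 (camera adjusted p = 2.1e-19, adjusted p = 6.7e-04 with an estimated correlation). The study drew both lists from these same libraries, so that their direction is no independent evidence. The call of AT3G10720 was lost without Col-3 mock replicate 2 or 3 or *cbl7-2* mock replicate 1 (adjusted p 0.0610 to 0.107), that of AT4G24140 without any 1 Col-3 mock library or *cbl7-2* mock replicate 1 or 2 (adjusted p 0.0507 to 0.189), that of *CLC-B* without Col-3 mock replicate 2 or 3 or *cbl7-2* mock replicate 1 (adjusted p 0.0761 to 0.116), that of *NPF2.10* without any 1 Col-3 mock library or *cbl7-2* mock replicate 1 or 2 (adjusted p 0.0643 to 0.197) and that of *NPF2.11* without Col-3 mock replicate 2 or 3 or *cbl7-2* mock replicate 1 or 2 (adjusted p 0.0540 to 0.104).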

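In the list of nitrate transport, 4 genes were higher in mock-treated roots labelled *cbl7-2*. *NRT2.4* (AT5G60770), a high-affinity nitrate transporter gene induced by nitrogen starvation, was at 1.70 ± 0.417 FPKM in these roots and 0.584 ± 0.167 in Col-3 (SD, n = 3 each), a log2 fold change of 0.76 (SE 0.15, adjusted p = 0.0459 from limma) on the log2(FPKM + 1) scale and of 1.54 as the ratio of the mean FPKM. *NPF2.9* (AT1G18880), which acts in the phloem of the root, was at 67.1 ± 4.68 against 47.8 ± 1.64 FPKM, a log2 fold change of 0.48 (SE 0.10, adjusted p = 0.0489). The main high-affinity transporter gene *NRT2.1* was at 769 ± 107 and 619.8 ± 102 FPKM (log2 fold change 0.31, adjusted p = 0.281). Of 15 measured genes of nitrate transport and assimilation, 4 were higher, none was lower and 11 did not pass (4 higher when adjusted over the list alone), and all 4 stand in the study's ion transport list. The nitrate list lay above the other genes by camera (adjusted p = 8.1e-07, but adjusted p = 0.0983 with an estimated correlation). The call of *NRT2.4* was lost without any 1 Col-3 mock library or *cbl7-2* mock replicate 1 or 2 (adjusted p 0.0756 to 0.117) and that of *NPF2.9* without any 1 of the 6 libraries (adjusted p 0.0540 to 0.221). *NRT2.4* did not pass with a pseudocount of 0.1 (adjusted p = 0.0549) either, nor did *NPF2.9* with a pseudocount of 0.1, no filter or TPM (adjusted p 0.0507 to 0.0742).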

Among the latter genes, we found the high‐affinity nitrate transporter *NRT2.4* as well as the low‐affinity nitrate transporter *NPF2.9*. The involvement of CBL7 in the transcriptional regulation of nitrate transporters has previously been reported (Ma et al., 2015). Additionally, we again found that the high‐affinity potassium transporter gene *HAK5* was significantly induced (log_2_FC = 1.85, *p*_adj._ = 0.022). 

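The FPKM of *HAK5* (AT4G13420), which encodes a high-affinity K+ uptake transporter of the root, was 16.7 ± 9.74 in mock-treated roots labelled *cbl7-2* and 4.50 ± 0.596 in Col-3 (SD, n = 3 each). The log2 fold change was 1.52 (SE 0.36, adjusted p = 0.0613 from limma), or 1.89 as the ratio of the mean FPKM. The 3 libraries labelled *cbl7-2* held 26.7, 16.3 and 7.19 FPKM, the last in replicate 3, and without replicate 3 the log2 fold change was 2.00 with an adjusted p of 0.0121. Over 14 alternatives the adjusted p ranged from 0.0121 to 0.264. Of 26 measured genes of potassium transport, none passed in either direction by limma (1 higher when adjusted over the list alone), while the list as a whole lay above the other genes by camera (adjusted p = 2.4e-04, but adjusted p = 0.212 with an estimated correlation). Of 33 measured genes of CBL calcium sensors and their CIPK kinases, *CBL7* was higher, *CIPK25* was lower at -0.59 (SE 0.12, adjusted p = 0.0471), and 31 did not pass (3 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.374). *CIPK9* had a log2 fold change of 0.65 (SE 0.14, adjusted p = 0.0533), and *CIPK11* was listed at 0 in every library. The call of *CIPK25* was lost without any 1 Col-3 mock library or *cbl7-2* mock replicate 1 or 2 (adjusted p 0.0789 to 0.189), it did not pass with no filter, a median-of-ratios size factor, TPM or quantile normalization (adjusted p 0.0654 to 0.0904) either, and over all alternatives its adjusted p ranged from 0.0423 to 0.189.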

Although our previous results questioned the role of HAK5 in the plant−fungus interaction, the reiterated appearance of *HAK5* led us to analyse the potassium content in roots and shoots of *cbl7‐2* and Col‐3 to determine whether CBL7 could be involved in the regulation of potassium homoeostasis in Arabidopsis. For this, the K^+^ contents of fungus and mock‐treated mutant and wt seedlings were quantified by atomic emission spectroscopy. As shown in Figure 4, the potassium content of the *cbl7‐2* roots grown at 0 mM KCl was similar to that of the Col‐3 control plants. However, the previously described decrease in K^+^ contents in response to the inoculation with *S. indica* (Conchillo et al., 2021) was only observed in control plants, but not in *cbl7‐2*. Interestingly, the K^+^ level in the shoots of *cbl7‐2* plants was significantly lower than in the mock‐treated wild type, equal to the level observed for Col‐3 treated with the fungus. Although K^+^ levels showed a tendency to decrease in *cbl7‐2* shoots, there was no significant difference between mock and fungus‐treated *cbl7‐2* plants. Plants grown on plates containing 1 mM KCl showed a similar picture (Figure 4b), only wild‐type Col‐3 plants showed the expected decrease in K^+^ in response to the *S. indica* infection. Furthermore, we found a significant increase of K^+^ in *cbl7‐2* roots, while the K^+^ content in *cbl7‐2* shoots appeared to be significantly reduced. We have therefore concluded that CBL7 contributes to the regulation of the distribution of K^+^ in the plant. The functional loss of CBL7 is unequivocally linked to an altered K^+^ distribution profile, which is characterized by an increase of K^+^ in the roots, most likely due to a lack of transport of K^+^ to areal plant tissues. At the same time, our data suggest that CBL7 could also play a key role in the observed decrease in K^+^ levels in plants challenged with *S. indica*, as *cbl7* mutants present a reduced reduction of K^+^ when cocultivated with *S. indica*.

**Figure 3:**
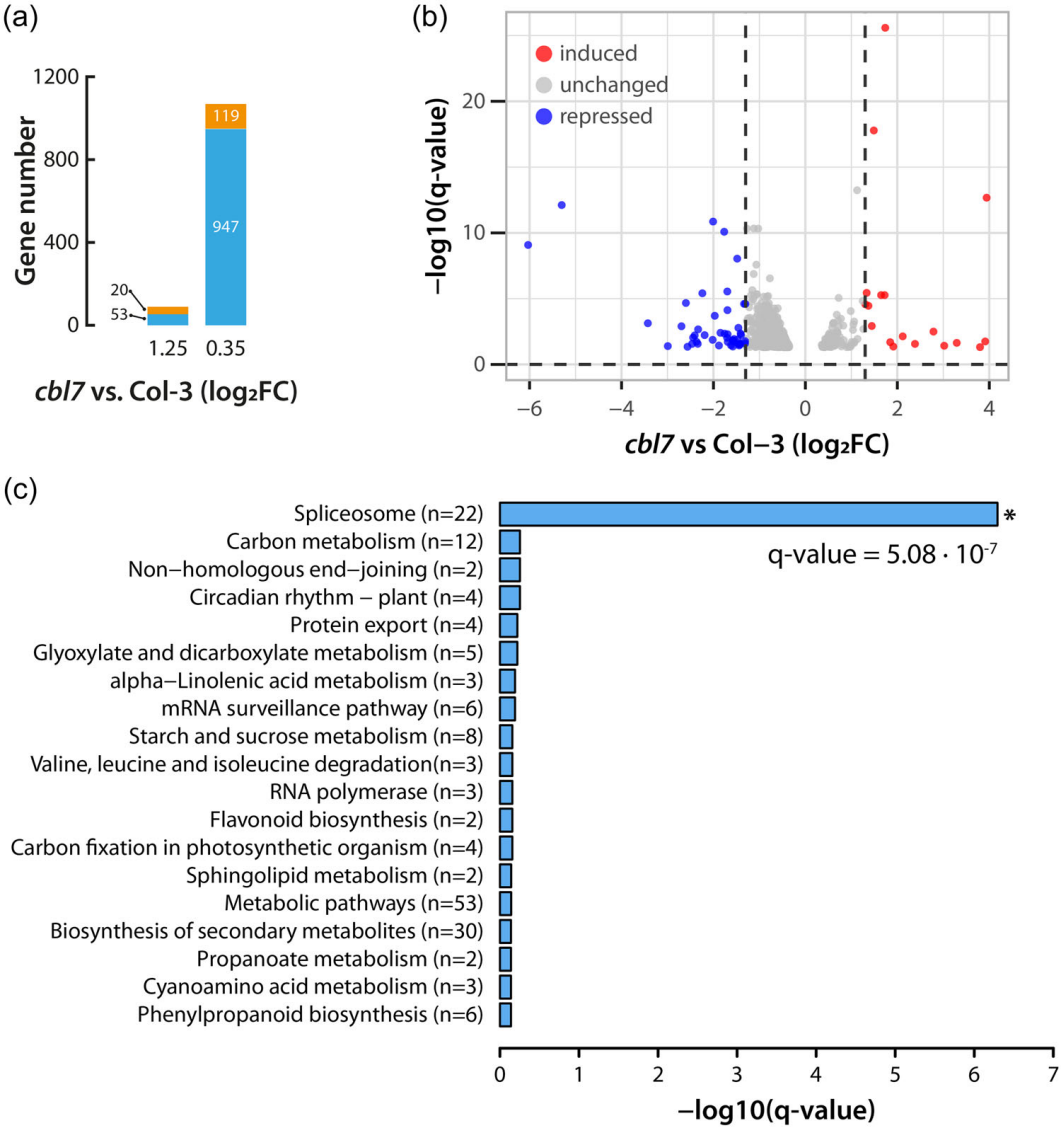
Analysis of transcriptional differences between *cbl7* mutant and wild‐type Col‐3 plants. (a) DEGs statistics for the *cbl7* mutant compared to Col‐3 control plants under control conditions. (b) Volcano plot of the distribution of all DEGs, mapping the 20 upregulated genes (red) and 53 down‐regulated genes (blue). The figure shows the relation between the significance [−log_10_ (*q* value)] and the strength (log_2_FC) of the differential expression. (c) Bar plot of the KEGG enrichment analysis of induced DEGs in *cbl7* compared to Col‐3 control plants under control conditions. Only the spliceosome KEGG term appeared to contain significantly enriched genes. Gene enrichment is given by ‐log_10_ (*q* value). *cbl7, Calcineurin B‐like;* DEGs, differentially expressed genes; FC, fold change. [Color figure can be viewed at wileyonlinelibrary.com]

**Figure 4:**
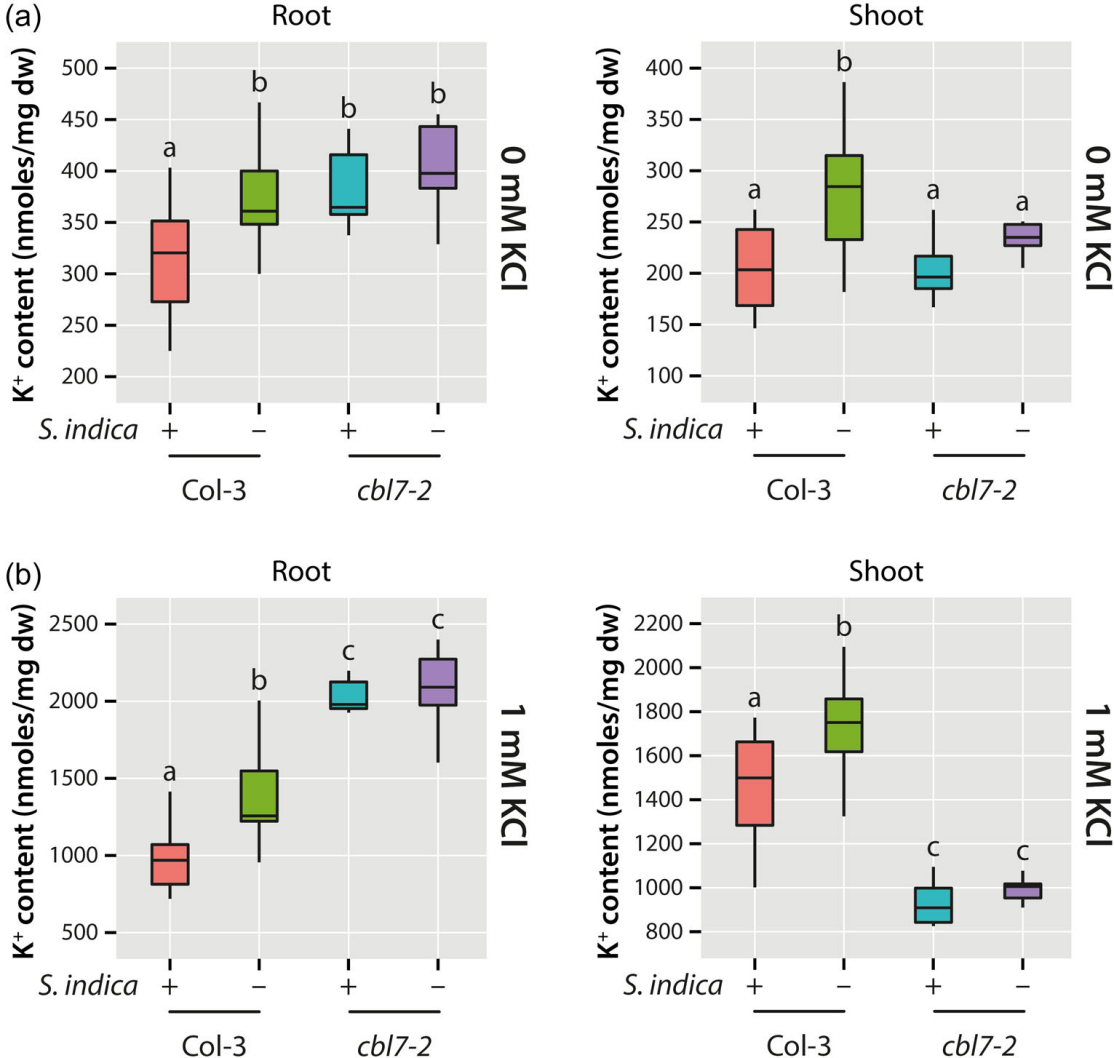
K^+^ contents of root and shoot tissues of *Serendipita indica* infected and noninfected control plants. The plants were grown in modified Hoagland medium under K^+^ starvation (0 mM KCl) (a) or at 1 mM KCl (b). The box plots show the median, quartiles and extremes of the compared data sets (*n*= 15). Different letters indicate significant differences between the compared conditions and genotypes analysed by ANOVA and a Tukey−Kramer post hoc test (*p* < 0.05). [Color figure can be viewed at wileyonlinelibrary.com]

### 3.4 The *cbl7* mutant shows increased plant defense responses

The above results highlighted the transcriptional regulation of *CBL7* in response to the infection of Arabidopsis roots with *S. indica* and its involvement in K^+^ partitioning in the plant. With the goal of further exploring the role of CBL7 in the establishment and maintenance of the symbiosis between Arabidopsis and *S. indica*, we compared the mRNA‐seq data surveyed from *cbl7‐2* knockout plants and corresponding Col‐3 control plants infected with *S. indica* and mock treated, respectively (Supporting Information: Data Sheet 2). 

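For this comparison, 3 libraries per genotype were made from roots cocultivated with *S. indica*, a fungal endophyte that colonizes roots and promotes growth, and compared with the 3 mock-treated libraries of the same genotype. The mock-treated libraries are those of the comparison of *cbl7-2* and Col-3 under control conditions. Depth lay between 43.6 and 45.0 M fragments in cocultivated Col-3 (median 43.7) and between 43.2 and 51.0 M in cocultivated *cbl7-2* (median 50.6). In a principal component analysis the first component held 49.8% of the variance and separated the treatments, with mock-treated libraries between -34.3 and -14.9 and cocultivated libraries between 3.26 and 36.6. The lowest cocultivated library was Col-3 replicate 1. The second component held 16.0% and separated the genotypes, with Col-3 libraries between 3.71 and 22.3 and those labelled *cbl7-2* between -23.8 and -3.30. The responses of the 2 genotypes share no library. A difference between them was tested as the interaction of genotype and treatment in the same fit. Reads of *S. indica* were not used here.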

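Cocultivation with *S. indica* raised 182 genes and lowered 10 in Col-3, and raised 178 and lowered 3 in roots labelled *cbl7-2*, at an adjusted p under 0.05 and a log2 fold change of at least 1.25 from limma. Without the fold-change limit, which counts within gene groups do not use, 1580 rose and 2541 fell in Col-3 and 940 and 769 in *cbl7-2*. More genes thus passed in Col-3 over all genes tested, and counts of list members are to be read beside this. *FOX1* (AT1G26380), which encodes a flavin-dependent oxidoreductase of indole metabolism, rose from 0.904 ± 0.393 to 70.2 ± 17.5 FPKM in Col-3 and from 0.712 ± 0.129 to 74.3 ± 14.0 in *cbl7-2* (SD, n = 3 each), log2 fold changes of 5.21 (SE 0.19, adjusted p = 2.8e-09) and 5.44 (SE 0.19, adjusted p = 1.5e-09). *CYP82C2*, a cytochrome P450 gene of indole cyanogenic compounds, rose by 5.21 and 5.47, and the extensin-like gene AT1G26240 by 4.95 and 4.74. AT1G26390, a relative of *FOX1* next to it on the chromosome, rose by 4.71 and 5.36 (adjusted p of at most 1.8e-08 for the 3 genes). Among the 10 lower genes in Col-3 were the jacalin-related lectin genes AT1G52120 and AT1G52130, at -1.84 (SE 0.25, adjusted p = 4.8e-04) and -1.60 (SE 0.16, adjusted p = 2.6e-05), AT3G61930 at -1.86 and AT1G73120 at -1.50 (adjusted p of at most 0.00351). In roots labelled *cbl7-2* the lower genes were AT4G08125 at -1.31 (SE 0.24, adjusted p = 0.00513), AT1G78450 at -1.30 (SE 0.15, adjusted p = 9.4e-05) and AT5G10130 at -1.26 (SE 0.30, adjusted p = 0.0224). No gene passed the test of the difference between the 2 responses (lowest adjusted p = 0.334 from limma), with 1218 genes at an unadjusted p under 0.05 where chance gives 1018. Without *cbl7-2* *S. indica* replicate 1 the test of the difference had 1 gene, AT1G05993, at 2.47 (adjusted p = 0.00803), with the replicate block 1, AT4G08125, at -1.68 (adjusted p = 0.0330), and without the filter 1, AT5G62400, at 0.43 (adjusted p = 0.0401). The green shoot gene *RBCS1A*, of the small subunit of Rubisco, fell in both genotypes, at -0.54 (SE 0.10, adjusted p = 0.00505) in Col-3 and -0.71 (SE 0.10, adjusted p = 8.3e-04) in *cbl7-2*. With a pseudocount of 0.1 the counts were 333 and 64 in Col-3 and 313 and 35 in *cbl7-2*. The lower genes in Col-3 numbered 23 without Col-3 *S. indica* replicate 1 and 6 without replicate 3, and those in *cbl7-2* 5 and 6 without *cbl7-2* mock replicates 1 and 3 and 9 without *cbl7-2* *S. indica* replicate 2. The call of AT5G10130 was lost without *cbl7-2* mock replicate 2 or 3 or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0595 to 0.0958). It did not pass with no filter (adjusted p = 0.0645) either.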

Quantitative analysis of differential gene expression revealed a substantial increase in induced genes in the *cbl7* mutant relative to wt (Figure 5a). Furthermore, the examination of the possible logical relations between the two data sets revealed four nonoverlapping and two overlapping groups for DEGs in *cbl7‐2* and Col‐3 (*S. indica* vs. mock) (Figure 5c). 

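Of the genes that rose with *S. indica*, 151 passed in both genotypes, where independent lists of these sizes would share 1.59, and they made up 83.0% of those in Col-3 and 84.8% of those in *cbl7-2*. Another 31 passed in Col-3 alone and 27 in *cbl7-2* alone. Of the genes that fell, none passed in both by limma, 10 passed in Col-3 alone and 3 in *cbl7-2* alone, whereas without a limit on the fold change 701 rose and 412 fell in both, where independent lists would share 73.0 and 96.0, and these made up 44.4% and 16.2% of those in Col-3 and 74.6% and 53.6% of those in *cbl7-2*. Across all genes tested the log2 fold changes of the 2 genotypes had a Pearson correlation of 0.80, and across the 222 genes called in either genotype 0.887, with the same sign for 97.7%. Genes are not independent replicates, and no p-value is given for these correlations. The 27 genes raised in *cbl7-2* alone had a median log2 fold change of 1.38 there and of 1.00 in Col-3, and all 27 had the same sign in Col-3. None of them passed the test of the difference between responses by limma, and 4 had an unadjusted p under 0.05. The 31 genes raised in Col-3 alone had medians of 1.36 in Col-3 and 1.10 in *cbl7-2* (8 with an unadjusted p under 0.05 for the difference). The 10 genes lowered in Col-3 alone had medians of -1.52 and -0.22, and 8 of them had an unadjusted p under 0.05 for the difference, but none passed after adjustment over all genes. These groups were chosen on these libraries for passing in the named genotype and not in the other. A smaller median in the other genotype and low unadjusted p for the difference follow in part from that choice.

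**Figure D2:**
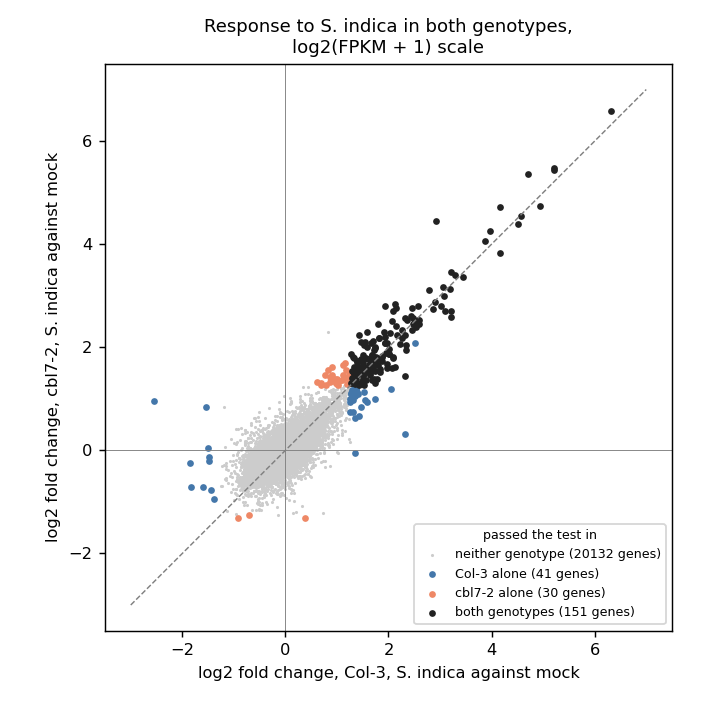
Log2 fold change, *S. indica* against mock, on the log2(FPKM + 1) scale in Col-3 (horizontal axis) and in *cbl7-2* (vertical axis), with 1 point per gene and a dashed line of equal change. Genes passed in both genotypes (151, black), in Col-3 alone (41, blue), in *cbl7-2* alone (30, orange) or in neither (20132, grey), and the points of those that passed in both genotypes lie near the dashed line in the upper right.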

Next, we performed a GO and functional network analysis to identify biological processes significantly affected by the loss of *CBL7*. The main alterations in the *cbl7* mutant could be associated with plant defense‐related processes, especially with metabolic pathways that are involved in the biosynthesis of secondary metabolites related to plant defense (Figure 5b,d). 

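Genes of indole glucosinolate and camalexin biosynthesis rose with *S. indica* in both genotypes. Of 23 measured, 14 rose, none fell and 9 did not pass in Col-3, and 15 rose, none fell and 8 did not pass in *cbl7-2* (15 higher in Col-3, and 17 higher and 1 lower in *cbl7-2*, when adjusted over the list alone). *CYP81F2*, which encodes the P450 that hydroxylates indole glucosinolates, rose from 1.55 ± 0.637 to 56.8 ± 13.9 FPKM in Col-3 and from 1.39 ± 0.329 to 49.6 ± 8.62 in *cbl7-2* (SD, n = 3 each), log2 fold changes of 4.50 (SE 0.21, adjusted p = 1.5e-08) and 4.40 (SE 0.21, adjusted p = 1.8e-08). *IGMT1*, an indole glucosinolate methyltransferase gene with near-identical neighbours that may share reads with it, rose by 2.58 and 2.53. Of 17 genes of SA and systemic acquired resistance, 13 rose in Col-3 and 8 in *cbl7-2* (14 and 13 when adjusted over the list alone), none fell, and 4 and 9 did not pass. *CBP60G*, a regulator gene of SA synthesis, rose by 3.44 and 3.35 and *FMO1*, which makes the signal N-hydroxypipecolic acid, by 2.13 and 2.84 (adjusted p of at most 1.4e-04). Of 19 genes of pattern-triggered immunity, 10 rose and none fell in Col-3, while in *cbl7-2* 8 rose and the receptor gene *FLS2* fell (11 higher in Col-3, and 11 higher and 1 lower in *cbl7-2*, when adjusted over the list alone). *PROPEP3*, a precursor gene of danger peptides, rose by 1.53 (SE 0.19, adjusted p = 2.9e-04) and 2.03 (SE 0.19, adjusted p = 2.1e-05). Of 16 jasmonate and ethylene response genes, 1 rose and 1 fell in each genotype (over the list alone, 1 and 1 in Col-3 and 2 and 2 in *cbl7-2*). The lipoxygenase gene *LOX4* rose in both, at 0.85 and 0.95, the storage protein gene *VSP2* fell in Col-3, at -0.87, and *JAZ9* in *cbl7-2*, at -0.83. The call of *VSP2* was lost without Col-3 mock replicate 2 or 3 or Col-3 *S. indica* replicate 2 or 3 (adjusted p 0.0518 to 0.0980) and that of *JAZ9* without *cbl7-2* mock replicate 1 or 2 or *cbl7-2* *S. indica* replicate 1 (adjusted p 0.0540 to 0.0793).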

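By camera the indole list lay above the other genes in Col-3 (adjusted p = 4.0e-19, adjusted p = 0.0481 with an estimated correlation) and in *cbl7-2* (adjusted p = 2.9e-25 and 0.0299), as did the SA list (Col-3 adjusted p = 1.5e-13 and 0.0395, *cbl7-2* 5.1e-14 and 0.0299). For pattern-triggered immunity the adjusted p was 5.3e-09 in Col-3 and 1.7e-07 in *cbl7-2*, and adjusted p = 0.145 and 0.207 with an estimated correlation. For jasmonate and ethylene it was 0.411 and 0.896. The test of the difference between the 2 genotypes' responses gave an adjusted p of 0.488 for the indole list, 0.631 for SA and 0.0573 for pattern-triggered immunity. Markers of green shoot tissue moved with the fungus in both genotypes beside these groups. Of 17 photosynthesis genes, 13 fell in Col-3 and 9 in *cbl7-2*, none rose, and 4 and 8 did not pass (16 and 12 lower when adjusted over the list alone), with medians of -0.54 and -0.43 (camera adjusted p = 9.5e-08 and 1.8e-06, adjusted p = 0.297 and 0.331 with an estimated correlation).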

The enriched genes in these GO terms included a substantial number of cytochrome P450 enzymes, such as *CYP71B3*, *CYP71A12*, *CYP71A13* and *CYP71B15* (PAD3), which are known to participate in glucosinolate and camalexin biosynthesis (Frerigmann et al., 2016; Glawischnig, 2007). Furthermore, we found an induction of the myrosinase genes *BGLU34* and *BGLU35* that are involved in the turnover of glucosinolates (Wittstock & Burow, 2010). 

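The 4 cytochrome P450 genes rose with *S. indica* in both genotypes. *CYP71A12* (AT2G30750), which converts indole-3-acetaldoxime to indole-3-acetonitrile, rose from 1.60 ± 0.749 to 204 ± 44.6 FPKM in Col-3 and from 1.38 ± 0.378 to 228 ± 29.3 in *cbl7-2* (SD, n = 3 each), log2 fold changes of 6.32 (SE 0.20, adjusted p = 1.1e-09) and 6.59 (SE 0.20, adjusted p = 6.3e-10) from limma. Its near-identical neighbour *CYP71A13* (AT2G30770), with which it may share reads, was listed at 0 in all 3 mock-treated *cbl7-2* libraries and at 1.63 ± 0.448 FPKM after cocultivation, and it went from 0.0314 ± 0.0544 to 1.09 ± 0.519 in Col-3. Its log2 fold changes were 1.00 (SE 0.17, adjusted p = 0.00289) in Col-3 and 1.38 (SE 0.17, adjusted p = 2.6e-04) in *cbl7-2*. *CYP71B15* (AT3G26830, PAD3), which completes camalexin synthesis, rose from 9.84 ± 2.11 to 25.9 ± 1.62 FPKM in Col-3, at 1.33 (SE 0.17, adjusted p = 3.4e-04), and from 10.1 ± 2.79 to 29.6 ± 2.23 in *cbl7-2*, at 1.49 (SE 0.17, adjusted p = 1.2e-04). *CYP71B3* (AT3G26220) rose by 0.85 (SE 0.20, adjusted p = 0.0137) and 0.97 (SE 0.20, adjusted p = 0.0120). The difference between the genotypes' log2 fold changes was 0.27, 0.38, 0.16 and 0.12 for the 4 genes in this order (adjusted p of at least 0.861 by limma's interaction test). The call of *CYP71B3* in Col-3 was lost without Col-3 mock replicate 2 or Col-3 *S. indica* replicate 2 or 3 (adjusted p 0.0638 to 0.0762), and that in *cbl7-2* without *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0524 to 0.0697).

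**Figure D3:**
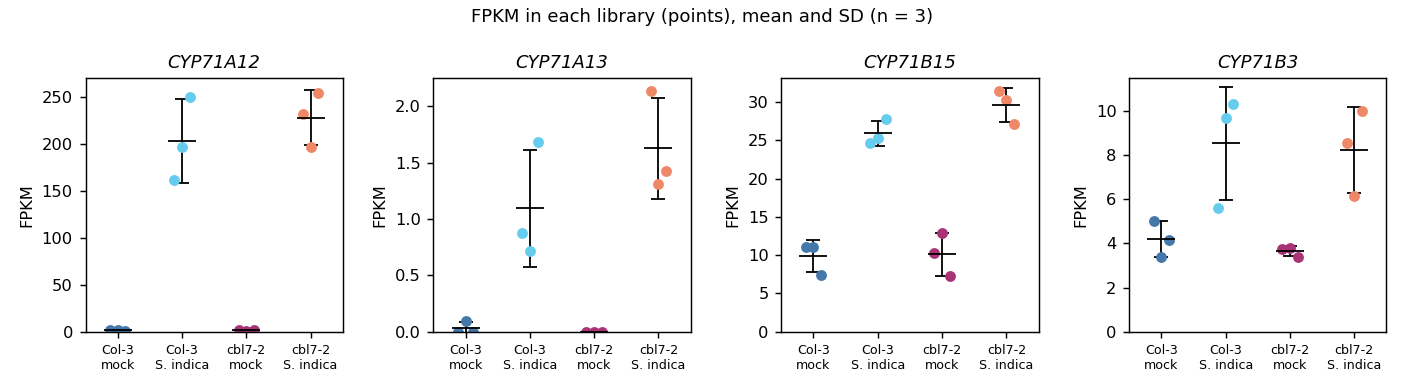
FPKM of *CYP71A12*, *CYP71A13*, *CYP71B15* and *CYP71B3* in each library (vertical axes, linear and from 0) by genotype and treatment (horizontal axes). Points are libraries, horizontal lines are means and whiskers are SD (n = 3), and for *CYP71B15* the means after cocultivation are 25.9 in Col-3 and 29.6 in *cbl7-2*, against 9.84 and 10.1 in mock-treated roots.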

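*BGLU34* (AT1G47600) and *BGLU35* (AT1G51470), myrosinase genes so alike that reads may be shared between them, rose with *S. indica* in roots labelled *cbl7-2*. *BGLU34* went from 11.0 ± 2.75 to 33.8 ± 16.2 FPKM in *cbl7-2* (SD, n = 3 each), a log2 fold change of 1.46 (SE 0.33, adjusted p = 0.0182 from limma), and *BGLU35* from 9.24 ± 3.00 to 31.6 ± 13.9, at 1.61 (SE 0.33, adjusted p = 0.0112). In Col-3 *BGLU34* went from 26.0 ± 9.64 to 44.6 ± 14.1 FPKM, at 0.77 (SE 0.33, adjusted p = 0.110), and *BGLU35* from 19.5 ± 6.12 to 37.9 ± 13.5, at 0.90 (SE 0.33, adjusted p = 0.0683), neither of which passed. In mock-treated roots the libraries labelled *cbl7-2* had lower means of both, with -1.13 (SE 0.33, adjusted p = 0.0975) for *BGLU34* and an adjusted p of 0.131 for *BGLU35*, which did not pass. The difference between the responses was 0.69 (SE 0.47, adjusted p = 0.869) for *BGLU34* and 0.71 (SE 0.47, adjusted p = 0.868) for *BGLU35*. Without Col-3 *S. indica* replicate 1 both passed in Col-3 as well (log2 fold changes 1.03 and 1.21, adjusted p = 0.0396 and 0.0176), over alternatives that gave an adjusted p of 0.0396 to 0.352 for *BGLU34* and 0.0176 to 0.262 for *BGLU35*. Of 9 measured myrosinases and root beta-glucosidases, 3 rose, none fell and 6 did not pass in *cbl7-2* (4 higher and 1 lower when adjusted over the list alone), and 1 rose, 2 fell and 6 did not pass in Col-3. *PEN2*, whose product cleaves indole glucosinolates in pathogen defense, rose in both genotypes, by 0.54 in *cbl7-2* and 0.50 in Col-3, while *BGLU42* and *BGLU21* fell in Col-3, at -0.77 and -0.75. The list's camera adjusted p was 0.0348 in *cbl7-2* (0.0715 with a median-of-ratios size factor, and adjusted p = 0.207 with an estimated correlation) and 0.383 in Col-3. Of 11 measured genes of aliphatic glucosinolate biosynthesis, 3 fell in *cbl7-2*, none rose and 8 did not pass (7 lower when adjusted over the list alone), and none passed in Col-3 by limma. The regulator gene *MYB28* fell in *cbl7-2*, at -0.39 (SE 0.11, adjusted p = 0.0391), as did *MAM1*, of chain elongation, at -0.48, and *CYP79F1* at -0.49. The call of *BGLU34* was lost without *cbl7-2* mock replicate 1 or 2 or *cbl7-2* *S. indica* replicate 1 (adjusted p 0.0639 to 0.0789), that of *BGLU35* without *cbl7-2* *S. indica* replicate 1 (adjusted p = 0.0544) and that of *MYB28* without any 1 *cbl7-2* mock library or *cbl7-2* *S. indica* replicate 2 or 3 (adjusted p 0.0572 to 0.158). *MAM1* lost its call without any 1 *cbl7-2* mock library or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0568 to 0.149), without the filter (adjusted p = 0.0739), with a median-of-ratios size factor (adjusted p = 0.0762) and with quantile normalization (adjusted p = 0.0526), and *CYP79F1* without *cbl7-2* mock replicate 1 or 2 or any 1 *cbl7-2* *S. indica* library (adjusted p 0.0859 to 0.147) and with a median-of-ratios size factor (adjusted p = 0.0560). The call of *PEN2* was lost in *cbl7-2* without *cbl7-2* mock replicate 1 or 2 or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0534 to 0.0683) and in Col-3 without Col-3 *S. indica* replicate 2 or 3 (adjusted p 0.0551 to 0.0710), and that of *BGLU21* without Col-3 mock replicate 2 or 3 or Col-3 *S. indica* replicate 2 or 3 (adjusted p 0.0501 to 0.119) and without the filter (adjusted p = 0.0600). *MYB28* did not pass with no filter, a median-of-ratios size factor, TPM or quantile normalization (adjusted p 0.0513 to 0.0720) and *BGLU34* in *cbl7-2* not with no filter (adjusted p = 0.0586). The aliphatic list lay below the other genes in *cbl7-2* (camera adjusted p = 0.00165, but adjusted p = 0.331 with an estimated correlation), at 0.386 in Col-3, and its test of the difference between genotypes gave 0.00739 (adjusted p = 0.607 with an estimated correlation). In mock-treated roots all 11 of its genes had a positive log2 fold change in *cbl7-2* against Col-3, with a median of 0.22, and none passed by limma. There the camera adjusted p was 3.8e-05 (adjusted p = 0.258 with an estimated correlation). Between the cocultivated genotypes the median was 0.02 (camera adjusted p = 0.331). The fall in *cbl7-2* thus began from a higher mock level.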

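*NAC042* (AT2G43000), a transcription factor gene of camalexin synthesis, rose with *S. indica* from 0.422 ± 0.0420 to 9.84 ± 2.73 FPKM in Col-3 and from 0.492 ± 0.138 to 9.92 ± 1.03 in *cbl7-2* (SD, n = 3 each), log2 fold changes of 2.90 (SE 0.16, adjusted p = 7.9e-08) and 2.87 (SE 0.16, adjusted p = 8.4e-08) from limma. *WRKY33* (AT2G38470), which activates *CYP71B15* in pathogen defense, rose from 12.3 ± 1.52 to 43.6 ± 8.69 FPKM in Col-3 and from 14.3 ± 1.34 to 36.8 ± 5.83 in *cbl7-2*, at 1.73 (SE 0.15, adjusted p = 7.0e-06) and 1.30 (SE 0.15, adjusted p = 9.4e-05). *WRKY51* (AT5G64810) rose in Col-3, at 0.79 (SE 0.25, adjusted p = 0.0384), and went from 1.21 ± 0.548 to 2.79 ± 0.666 FPKM in *cbl7-2*, at 0.79 (SE 0.25, adjusted p = 0.0605). With the replicate number as a block its adjusted p in *cbl7-2* was 0.0492, with the compared groups alone 0.0407 and without *cbl7-2* mock replicate 3 0.154, and the call in Col-3 was lost without Col-3 mock replicate 1 or 3 or any 1 Col-3 *S. indica* library (adjusted p 0.0656 to 0.143) or with no filter (adjusted p = 0.0746). The difference between the genotypes was -0.03, -0.43 and 0.00 for the 3 genes in this order (adjusted p of at least 0.829 by limma's interaction test). Of 21 measured WRKY genes, 12 rose, none fell and 9 did not pass in Col-3, and 9 rose, none fell and 12 did not pass in *cbl7-2* (12 and 15 higher when adjusted over the list alone). *WRKY55* rose by 2.45 and 2.33, *WRKY30* by 1.93 and 2.20 and *WRKY53*, of the flagellin response, by 1.44 and 1.57 in Col-3 and *cbl7-2* (adjusted p of at most 0.00157). The list's camera adjusted p was 5.3e-09 in Col-3 and 1.5e-11 in *cbl7-2* (adjusted p = 0.0395 and 0.0299 with an estimated correlation), and 0.835 for the difference between genotypes. In the same comparison the photosynthesis gene *RBCS3B* fell, at -0.97 in Col-3 and -0.83 in *cbl7-2*.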

The observation of an induction of plant defense‐related compounds is further supported by the induction of TFs *NAC042*, *WRK33* and *WRK51*, which have been linked with the regulation of camalexin and indole glucosinolate biosynthesis (Birkenbihl et al., 2012; Frerigmann & Gigolashvili, 2014; Saga et al., 2012; Zhou et al., 2020). Furthermore, we also observed an induction of *WRKY70*, a TF involved in modulating cell wall‐related defense responses (Li et al., 2017). Moreover, the functional analysis of the transcriptomics data revealed an enrichment of glutathione S‐transferases among the induced genes in *cbl7‐2*, which included the genes *GSTU10*, *GSTU12*, *GSTF3*, *GSTF6* and *GSTF7*. 

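*WRKY70* (AT3G56400) rose with *S. indica* in both genotypes. It went from 2.28 ± 0.0850 to 7.80 ± 1.32 FPKM in *cbl7-2* and from 2.25 ± 0.611 to 6.64 ± 0.993 in Col-3 (SD, n = 3 each). The log2 fold changes were 1.41 (SE 0.15, adjusted p = 7.5e-05) and 1.24 (SE 0.15, adjusted p = 2.4e-04) from limma, and both calls held without any 1 library. The difference between them was 0.17 (SE 0.22, adjusted p = 0.933) by limma's interaction test.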

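*GSTF6* and *GSTF7*, phi-class glutathione S-transferase genes that lie side by side and may share reads, rose with *S. indica* in both genotypes. *GSTF7* (AT1G02920) went from 16.8 ± 3.40 to 415 ± 66.4 FPKM in *cbl7-2* and from 17.3 ± 3.31 to 436 ± 98.5 in Col-3 (SD, n = 3 each), log2 fold changes of 4.55 (SE 0.19, adjusted p = 5.2e-09) and 4.57 (SE 0.19, adjusted p = 6.9e-09) from limma. *GSTF6* (AT1G02930), which conjugates glutathione on the way to camalexin, went from 24.0 ± 5.36 to 269 ± 29.7 FPKM in *cbl7-2*, at 3.45 (SE 0.21, adjusted p = 2.7e-07), and rose by 3.20 in Col-3. *GSTF3*, which may share reads with its close paralog *GSTF2*, rose by 2.45 (SE 0.21, adjusted p = 8.0e-06) in *cbl7-2* and 2.59 in Col-3. The tau-class genes *GSTU10* and *GSTU12* rose by 1.63 and 1.85 in *cbl7-2* and by 1.51 and 1.68 in Col-3 (adjusted p of at most 7.9e-04). For these 5 genes the difference between the genotypes ranged from -0.14 to 0.25 (adjusted p of at least 0.930 by limma's interaction test). Of 36 measured GST genes, 7 rose, 1 fell and 28 did not pass in *cbl7-2* (9 higher and 2 lower when adjusted over the list alone), and 6 rose, 4 fell and 26 did not pass in Col-3 (6 and 5 over the list alone). Among those that fell in Col-3 were *GSTU20* and *GSTU17*, at -0.99 and -0.79. The list's camera adjusted p was 2.1e-05 in *cbl7-2* (adjusted p = 0.331 with an estimated correlation) and 0.0982 in Col-3, and 0.00739 for the difference between genotypes (adjusted p = 0.705 with an estimated correlation). The light-harvesting gene *LHCB2.1* fell beside them, at -0.87 in Col-3 and -0.66 in *cbl7-2*. That call was lost in *cbl7-2* without *cbl7-2* mock replicate 1 or 2 or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0967 to 0.169), with a median-of-ratios size factor (adjusted p = 0.0738) and without the filter (adjusted p = 0.0963), and in Col-3 without Col-3 *S. indica* replicate 3 (adjusted p = 0.0528).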

Glutathione S‐transferases are readily induced by a wide range of stress conditions, including bacterial and fungal infections (Dixon et al., 2002; Gullner et al., 2018). 

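Compared directly after cocultivation, roots labelled *cbl7-2* had 7 genes higher and 8 lower than Col-3 at an adjusted p under 0.05 and a log2 fold change of at least 1.25 from limma. Besides *CBL7*, *FKBP16-1*, AT4G26550 and *ATL51*, the higher genes were *BHLH100*, AT1G73120 at 1.37 (SE 0.25, adjusted p = 0.0264) and *AZI1*, a lipid transfer protein gene of systemic immunity, at 1.26 (SE 0.20, adjusted p = 0.0141). Among the lower genes were AT1G77160 at -1.38 (SE 0.18, adjusted p = 0.00379), AT1G14642 at -1.48 (SE 0.17, adjusted p = 0.00240) and the sucrose transporter gene *SWEET11* at -1.28. The split of 7 to 8, or 46.7% higher, became 7 to 5 (58.3%) with a median-of-ratios size factor or quantile normalization. The lower genes numbered 5 without Col-3 *S. indica* replicate 3 and 4 without any other of the 6 libraries. The call of *SWEET11* was lost without any 1 of the 6 libraries (adjusted p 0.0560 to 0.100), that of *BHLH100* without Col-3 *S. indica* replicate 1 (adjusted p = 0.0633), that of AT1G73120 without Col-3 *S. indica* replicate 1 or any 1 *cbl7-2* *S. indica* library (adjusted p 0.0526 to 0.0940) and that of *AZI1* without *cbl7-2* *S. indica* replicate 3 (adjusted p = 0.0690). Neither *SWEET11* (adjusted p = 0.0599) nor AT1G73120 (adjusted p = 0.0636) passed with no filter. None of the camalexin and glucosinolate genes *CYP71A12*, *CYP71A13*, *CYP71B15* and *CYP71B3* passed in this comparison, with log2 fold changes of 0.18, 0.34, 0.19 and -0.03 (adjusted p of at least 0.295). *NAC042* was at 0.03, *WRKY33* at -0.23 and *GSTF7* at -0.06 (adjusted p of at least 0.408). In mock-treated roots the 23 indole glucosinolate and camalexin genes had a median log2 fold change of -0.01 between the genotypes and none passed (camera adjusted p = 0.387). The difference of the responses was positive, that is larger in roots labelled *cbl7-2*, for *FMO1* at 0.72 (SE 0.35, adjusted p = 0.829), *PROPEP3* at 0.51 (SE 0.27, adjusted p = 0.847) and AT5G38910, a germin-like gene, at 1.52 (SE 0.31, adjusted p = 0.342), none of which passed. It was negative for *PEN3* at -0.76 (SE 0.22, adjusted p = 0.697) and *MYB15*, a regulator gene of lignin in immunity, at -0.61 (SE 0.27, adjusted p = 0.827), which did not pass either. In simulated data with the spread of each gene, the interaction test recovered 8.96% of genes changed by log2 0.5, 56.7% by log2 1 and 97.0% by log2 2. The 200 changed genes there had a mean log2(FPKM + 1) above 1, and noise was independent between genes. Recovery in the real libraries may be lower, so a difference that did not pass is not shown to be absent. From the induction of these P450, transcription factor, myrosinase and glutathione S-transferase genes in *cbl7-2* (Figure 5b,d), the paper reasons that several layers of defense are normally held back by CBL7, which it links to colonization of the apoplast by the fungus. It then reports lower colonization of *cbl7* roots from qPCR and trypan blue staining (Figure 6), which was not analysed here.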

Considering that all these processes are observed in the *cbl7* loss‐of‐function mutant, it must be concluded that CBL7 is involved in the suppression of multilayered defense responses to facilitate the establishment of *S. indica* in the root apoplast. However, other processes that appear enriched in *S. indica* challenged wt plants but not in *cbl7*, such as the induction of sucrose transporter genes and *WRKY46* orchestrated abiotic stress responses (Chen et al., 2010, 2012; Ding et al., 2015), or the repression of *bHLH100* and *MYB72* mediated metal ion homoeostasis (Sivitz et al., 2012; Zamioudis et al., 2015), are likely to contribute to the significant difference in growth promotion between *cbl7* and wt triggered by the fungus.

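*SWEET11* (AT3G48740) and *SWEET12* (AT5G23660), which encode sucrose exporters, rose with *S. indica* in Col-3. *SWEET11* went from 2.67 ± 1.13 to 16.9 ± 1.88 FPKM there, at 2.33 (SE 0.23, adjusted p = 3.8e-05), and from 5.05 ± 1.73 to 6.43 ± 1.50 in *cbl7-2*, at 0.32 (SE 0.23, adjusted p = 0.383) from limma (SD, n = 3 each). *SWEET12* went from 7.71 ± 1.51 to 19.6 ± 3.61 FPKM in Col-3, at 1.24 (SE 0.21, adjusted p = 0.00240), and had a log2 fold change of 0.16 (SE 0.21, adjusted p = 0.627) in *cbl7-2*. The difference between the genotypes was -2.01 for *SWEET11* and -1.08 for *SWEET12* (unadjusted p = 3.3e-05 and 0.00271), and neither passed limma's interaction test after adjustment over all genes (adjusted p = 0.334 and 0.615). *WRKY46* (AT2G46400) rose in both genotypes, from 0.850 ± 0.173 to 2.27 ± 0.156 FPKM in Col-3, at 0.83 (SE 0.15, adjusted p = 0.00323), and from 1.13 ± 0.0985 to 2.36 ± 0.612 in *cbl7-2*, at 0.64 (SE 0.15, adjusted p = 0.0184), with a difference of -0.18 (SE 0.21, adjusted p = 0.923). *BHLH100* (AT2G41240), a transcription factor gene of the iron deficiency response, fell in Col-3 from 13.7 ± 2.26 to 4.26 ± 0.693 FPKM, at -1.48 (SE 0.28, adjusted p = 0.00549), and was at 19.5 ± 9.34 and 17.5 ± 7.51 in *cbl7-2*, at -0.13 (SE 0.28, adjusted p = 0.789). *MYB72* (AT1G56160) fell in Col-3, at -0.78 (SE 0.22, adjusted p = 0.0268), and had 0.15 (SE 0.22, adjusted p = 0.678) in *cbl7-2*. Their differences between genotypes were 1.35 and 0.94 (adjusted p = 0.722 and 0.799).

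**Figure D4:**
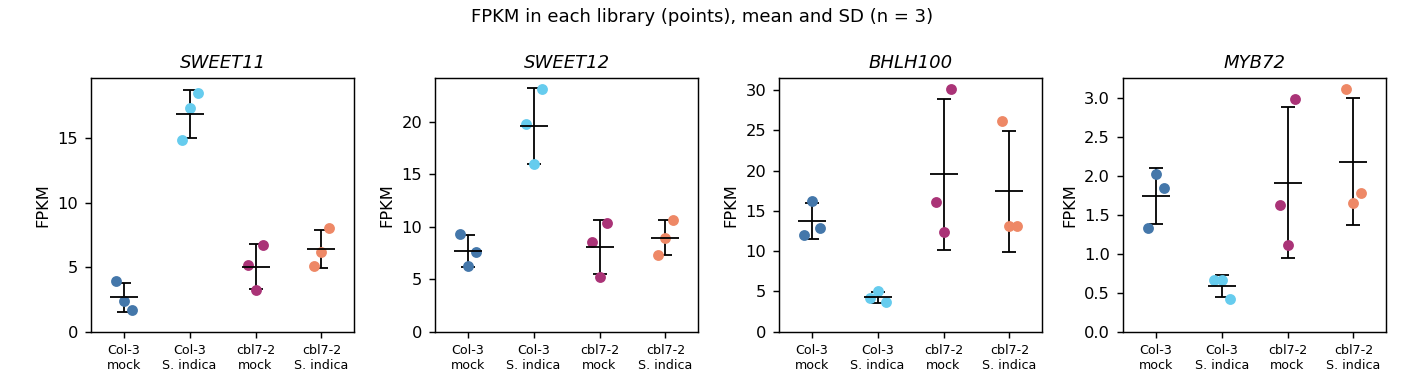
FPKM of *SWEET11*, *SWEET12*, *BHLH100* and *MYB72* in each library (vertical axes, linear and from 0) by genotype and treatment (horizontal axes). Points are libraries, horizontal lines are means and whiskers are SD (n = 3), and for *BHLH100* the SD is 0.693 in cocultivated Col-3 and 7.51 in cocultivated *cbl7-2*.

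Of 14 measured sugar transport genes, 4 rose, 1 fell and 9 did not pass in Col-3, and 2 rose, 1 fell and 11 did not pass in *cbl7-2* (the difference, 0 higher and 2 lower when adjusted over the list alone). *STP4*, a monosaccharide transporter gene, rose in both, by 0.58 and 0.58. The list's camera adjusted p was 0.0150 in Col-3, 0.281 in *cbl7-2* and 0.0382 for the difference (adjusted p = 0.246, 0.515 and 0.451 with an estimated correlation, and 0.0576 for the difference with a pseudocount of 0.1). Of 21 genes of the iron deficiency response, 10 fell, none rose and 11 did not pass in Col-3, and 3 fell, 1 rose and 17 did not pass in *cbl7-2*. With the replicate number as a block 2 of these 4 passed in *cbl7-2*, *NAS4* (-0.41) and *F6'H1* (0.51) no longer doing so (adjusted p = 0.0533 and 0.0608), nor without a filter (adjusted p = 0.0768 and 0.0951), with TPM (adjusted p = 0.0617 and 0.0526) or with quantile normalization (adjusted p = 0.106 and 0.0639), and for *NAS4* also with a median-of-ratios size factor (adjusted p = 0.102). The call of *NAS4* was lost without any 1 *cbl7-2* mock library or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0608 to 0.189) and that of *F6'H1* without *cbl7-2* mock replicate 2 or 3 or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0921 to 0.175). The iron transporter gene *IRT1* fell in Col-3, at -0.85 (SE 0.19, adjusted p = 0.0114), and the peptide genes *IMA1* and *IMA2* fell in *cbl7-2*, at -1.08 and -1.22. The iron list's camera adjusted p was 0.0741 in Col-3 (0.0358 with a median-of-ratios size factor), 0.571 in *cbl7-2* and 0.0699 for the difference (adjusted p = 0.522, 0.886 and 0.735 with an estimated correlation). Over the list alone, 3 genes passed in each direction for the difference. The light-harvesting gene *LHCB2.2* fell in Col-3 in the same comparison, at -0.94, and was at -0.56 in *cbl7-2* (adjusted p = 0.0650). The call of *MYB72* in Col-3 was lost without Col-3 mock replicate 2 or 3 or Col-3 *S. indica* replicate 2 or 3 (adjusted p 0.0682 to 0.113) and that of *WRKY46* in *cbl7-2* without *cbl7-2* mock replicate 1 or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0610 to 0.0953). *STP4* lost its call in *cbl7-2* without *cbl7-2* mock replicate 1 or 2 or *cbl7-2* *S. indica* replicate 3 (adjusted p 0.0530 to 0.0880) and in Col-3 without Col-3 *S. indica* replicate 3 (adjusted p = 0.0656), and *IMA1* and *IMA2* lost theirs without *cbl7-2* *S. indica* replicate 3 (adjusted p = 0.0627) and without *cbl7-2* *S. indica* replicate 3 (adjusted p = 0.0660). With no filter *MYB72* did not pass in Col-3 (adjusted p = 0.0516).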

**Figure 5:**
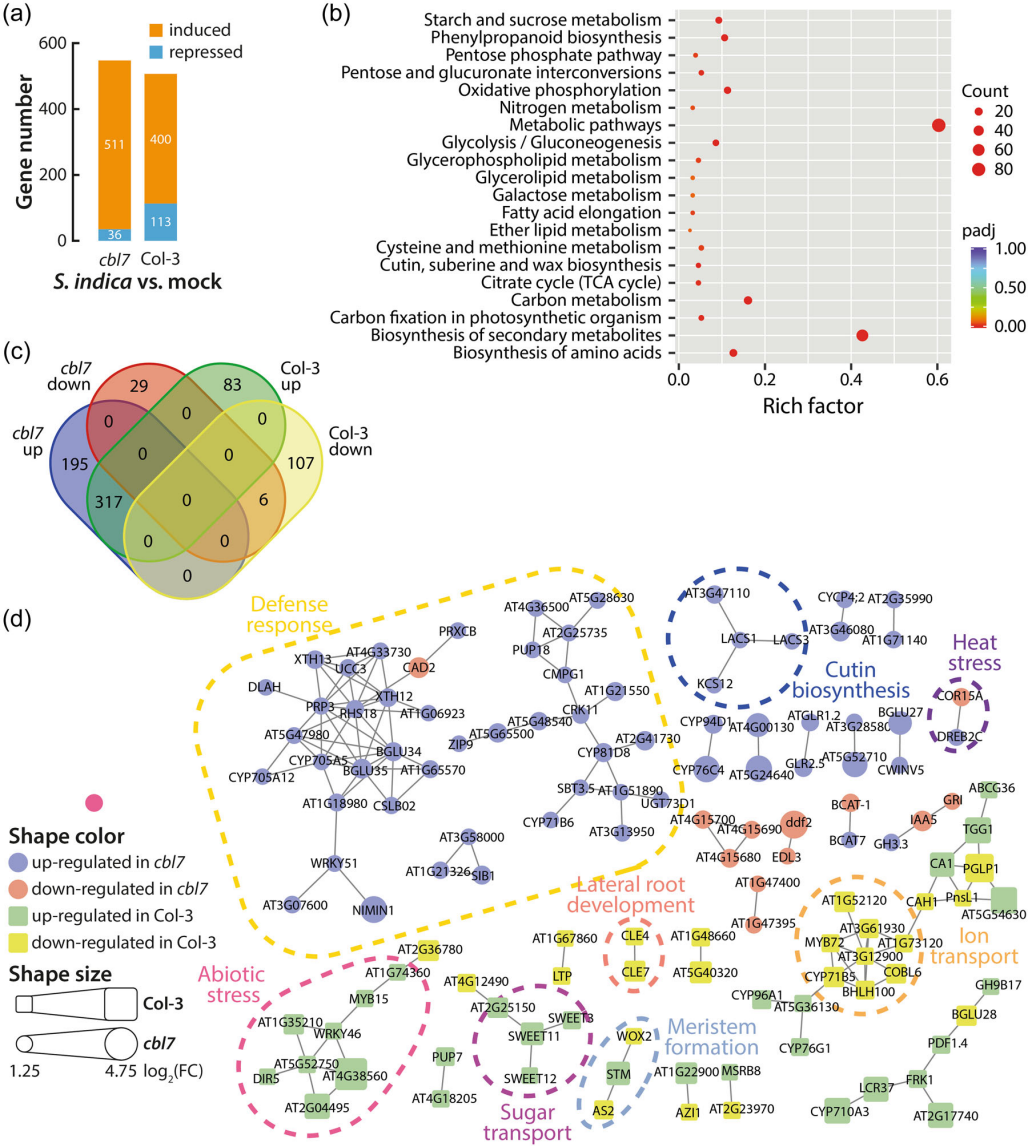
Transcriptomics analysis of mock and *Serendipita indica* treated the *cbl7* mutant plants to wild‐type Arabidopsis. (a) DEGs statistics for the *cbl7* mutant and Col‐3 control plants after cocultivation with *S. indica* for 14 days. (b) KEGG enrichment analysis of induced DEGs in *cbl7* cocultivated with the fungus versus similarly treated Col‐3 plants. Each circle in the figure represents a distinct KEGG pathway, and the circle size indicates the number of genes enriched in the corresponding metabolic pathway. The significance of the observed gene enrichment is represented by a colour gradient referring to the adjusted *p* value (*p*adj). (c) Venn diagram showing the numbers of DEGs in Col‐3 and *cbl7* 14‐days post infection with *S. indica* compared to control plants that were mock infected. (d) Functional network analysis of DEGs in *cbl7* and Col‐3. Up‐ and down‐regulated genes are differentiated by colour and shape. The shape size refers to the different levels of differential expression according to the log_2_FC levels observed in the RNAseq analysis. Functional associations are highlighted in the figure. *cbl7, Calcineurin B‐like;* DEGs, differentially expressed genes; FC, fold change. [Color figure can be viewed at wileyonlinelibrary.com]

Based on our hypothesis of an increased defense response in the *cbl7* knockout mutant, it must be expected that the roots of mutant plants are less well colonized by plant growth promoting fungi than comparable wt roots. To prove this, we analysed root colonization in *cbl7* and Col‐3 by qPCR and trypan blue staining. Indeed, root colonization of the *cbl7* mutant was significantly reduced, both for *S. indica* and *P. minioluteum* (Figure 6). Our experiments have shown that CBL7 plays a critical role in maintaining the equilibrium between symbiotic interaction and plant defense that keeps the load of endophyte fungi under control.

**Figure 6:**
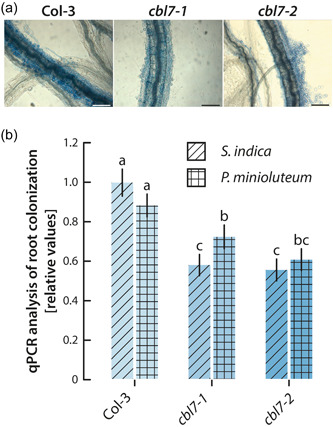
Analysis of the colonization of Col‐3 and *cbl7* roots with *Serendipita indica*. (a) Trypan blue stain of root segments at 1−2 cm distance from the root tip. The figure shows representative pictures for the three studied genotypes after 14 days of cocultivation with *S. indica*. (b) Quantitative assessment of root colonization by *S. indica* and *Penicillium minioluteum* using qPCR analysis of the corresponding *TEF1* genes of the two fungi. Depicted are means ± SE of three independent biological experiments performed in triplicate. The Arabidopsis *GAPC2* gene served as endogenous control. Different letters indicate significant differences between the compared conditions and genotypes analysed by ANOVA and a Tukey−Kramer post hoc test (*p* < 0.05). *cbl7, Calcineurin B‐like; GAPC2, glycerinaldehyde‐3‐phosphate dehydrogenase C2*. [Color figure can be viewed at wileyonlinelibrary.com]

## 4 DISCUSSION

Calcium signalling plays an important role in the regulation of a wide array of biological processes in eukaryotic physiology, including pathogenic and beneficial plant−microbe interactions (Vadassery & Oelmüller, 2009). In this study we showed that CBL7 is among the very few genes that display a consistent positive transcriptional response in Arabidopsis wild‐type plants infected with the beneficial root endophyte *S. indica*, both at early and later stages of the interaction (Figure 1). The coexpression of *CBL7*, *CIPK13* and *HAK5* prompted us to speculate that there might be a relevant connection between these components, which could regulate the uptake of potassium into host plants and, thus, their nutrition with this essential macronutrient. The activation of HAK5 through phosphorylation by CIPK23 has previously been described for Arabidopsis and tomato plants (Amo et al., 2021; Ragel et al., 2015). Hence, an interaction cascade between the three components appeared possible. However, when we analysed the relevance of the different components with respect to their impact on the growth promoting effect on Arabidopsis roots, we had to realize that only CBL7, but neither CIPK13 nor HAK5 interfered with growth promotion (Figure 2). While both *cbl7* mutant alleles showed a severe loss of growth promotion, none of the other investigated mutants demonstrated significant differences to wt. Although CIPKs and potassium transporters form large gene families, which opens the possibility that their loss might be compensated by other family members, it must be concluded that CIPK13 and HAK5 are not critical for the fungus‐triggered plant growth promotion. The possible plastid localization of CIPK13 further argues against an interaction with CBL7 in vivo (Schliebner et al., 2008).

Previous work on the role of CBL7 highlighted its interaction with the *A. thaliana* plasma membrane proton ATPase 2 (AHA2) (Yang et al., 2019). In their model, the CBL7/AHA2 complex is further stabilized by the interaction with protein kinase SOS2‐like 5 (PKS5), also referred to as CIPK11. The authors suggest that the Ca^2+^‐mediated dissociation of the CBL7/CIPK11/AHA2 complex under saline‐alkali stress conditions translates into the activation of AHA2. Activation of AHA2, in turn, leads to hyperpolarization of the plasma membrane, which is likely to affect the transport activity of *Shaker*‐like K^+^ channels in the root. SKOR, an outward‐rectifying K^+^ channel, is reported to be crucial for the loading of K^+^ into the xylem and, thus, the long‐distant transport of K^+^ within the plant (Gaymard et al., 1998). Moreover, SKOR is known to form heteromeric outward‐rectifying K^+^ channel units with a second *Shaker*‐like channel, GORK (Dreyer et al., 2004). SKOR and GORK facilitate K^+^ transport only when the plasma membrane is depolarized (Dreyer & Blatt, 2009). A recent publication further pinpointed the importance of the complex interplay between different nutrient transporter systems and proton pumps in nutrient cycling in plants (Dreyer, 2021). Based on these observations, it must be assumed that a loss of CBL7 will likely result in a disrupted regulation of AHA2 activity and, consequently, a hyperpolarization of the plasma membrane, which entails a reduced transport activity of SKOR and GORK. As a result, the assimilated K^+^ would accumulate in the roots, and only reduced amounts of K^+^ would reach the shoot. In fact, our analysis of K^+^ levels in wild‐type and *cbl7* mutants corroborates this hypothesis (Figure 3). The *cbl7* mutant plants showed a pronounced increase of K^+^ contents in the roots, which we attribute to possible impairment of K^+^ xylem transport. Potassium depletion in the shoot could trigger the induction of *HAK5* in *cbl7*, as multiple independent studies demonstrated that *HAK5* is induced under K^+^ starvation (Ahn et al., 2004; Armengaud et al., 2004; Gierth et al., 2005; Shin & Schachtman, 2004). A recent study demonstrated the induction of *HAK5* in the host plant as a general consequence of the symbiotic interaction (Conchillo et al., 2021), which would also explain why we found *HAK5* under the consistently induced genes in wild‐type plants (Figure 1). Furthermore, the latter study demonstrated that the inoculation of Arabidopsis with *S. indica* does not improve the K^+^ nutrition of the host plant under K^+^ limiting conditions. Intriguingly, the authors showed that root colonization is stimulated under K^+^ limiting conditions, leading to the assumption that the endophyte may benefit from the relatively high cellular K^+^ concentrations in plant cells or apoplast. The K^+^ content in plant tissue was reported to be significantly reduced when plants were inoculated with *S. indica*. Our own work confirms this finding of reduced K^+^ levels in wt plants cocultivated with the fungus. On the contrary, the reduction of K^+^ levels upon infection with the fungus was largely absent in *cbl7* mutant plants, possibly because the flux of K^+^ from the host plant to the fungus is hampered by potassium channels/transporters. However, to validate this hypothesis further studies are needed. Nevertheless, together with the widely missing *S. indica*‐triggered growth promotion in inoculated *cbl7* mutants, this observation further underlined the vital role of CBL7 in the symbiotic plant−fungus interaction.

To further investigate the role of CBL7 in this context, we subjected the *cbl7‐2* mutant to additional RNA‐seq analyses. In a first analysis, we compared the transcriptional pattern of the *cbl7‐2* mutant with that of the corresponding wild type, Col‐3, under control conditions. After applying an arbitrary cut‐off value of log_2_FC ≥ 1.25, we identified only 73 DEGs that did not show enrichment of any biological process or function. Lowering the stringency of our analysis disclosed the repression of genes that are associated with the KEGG spliceosome term, including various splicing factors and the *suppressor‐of‐white‐apricot/surp domain‐containing protein* gene (Lorkovic et al., 2005). This suggests a possible impairment of alternative splicing processes in *cbl7*. It is, however, noteworthy that the gene that showed the strongest repression with a log_2_FC of –2.34, *MOS4‐associated complex subunit 5C* (*MAC5C*), does not appear to form part of the spliceosome associated MAC complex (Monaghan et al., 2010), but is more closely linked with processes related with secondary cell wall synthesis (Taylor‐Teeples et al., 2015). This possible relation of MAC5C with cell wall synthesis is consistent with the observed enrichment of cell wall biogenesis‐related genes, including the *hydroxyproline‐rich glycoprotein 1* (*HRGP1*) and the proline‐ and leucine‐rich extensin‐like family protein genes *EXT3*, *EXT4*, *EXT6*, *EXT10* and *LRX1*, respectively, which are moderately induced in *cbl7*. 

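*MAC5C* (AT5G07060) was expressed near the lower limit in these roots. Its FPKM was 0.436 ± 0.214 in mock-treated Col-3 and 0.0762 ± 0.0260 in mock-treated roots labelled *cbl7-2* (SD, n = 3 each), a log2 ratio of the means of -2.52. It reached an FPKM of 0.5 in fewer than 3 libraries and was not tested with the others. Without that filter its log2 fold change on the log2(FPKM + 1) scale was -0.41 (adjusted p = 0.135 from limma). Among the genes tested, the noncoding RNA gene AT2G08735 had the lowest log2 fold change that passed, from 4.40 ± 0.301 FPKM in Col-3 to 0.0668 ± 0.0279. The locus AT1G71920, a gene of histidine synthesis listed here as *HISN6A*, went from 1.61 ± 1.58 to 0.0103 ± 0.00894 FPKM, with 0.511, 0.889 and 3.43 in the 3 Col-3 libraries, at -1.20 (SE 0.28, adjusted p = 0.0602).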

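The extensin and hydroxyproline-rich glycoprotein genes had positive log2 fold changes in mock-treated roots labelled *cbl7-2*, none of which passed over all genes tested. *HRGP1* (AT3G54590) was at 128 ± 35.6 FPKM against 73.2 ± 17.5 in Col-3 (SD, n = 3 each), a log2 fold change of 0.78 (SE 0.30, adjusted p = 0.176 from limma). *EXT3* (AT1G21310), an extensin gene required for the cell plate in embryos, was at 1579.8 ± 224 against 1000.2 ± 213 FPKM, at 0.67 (SE 0.17, adjusted p = 0.0704). *EXT4* was at 964 ± 102 against 629 ± 214 FPKM, at 0.66 (SE 0.20, adjusted p = 0.112). *EXT6*, *EXT10* and the leucine-rich repeat extensin gene *LRX1*, which acts in root hairs, had log2 fold changes of 0.65, 0.59 and 0.68 (adjusted p = 0.310, 0.322 and 0.195). These genes hold long repeats, and reads may be shared between them. *S. indica* raised *EXT3*, *EXT6*, *EXT10*, *LRX1* and *HRGP1* in Col-3, by 1.10, 1.41, 1.33, 1.14 and 1.14 (adjusted p of at most 0.0190). In *cbl7-2* it raised *LRX1*, at 0.98 (SE 0.27, adjusted p = 0.0419), and *EXT10*, at 1.08 (SE 0.31, adjusted p = 0.0492), which was 0.0582 with the replicate number as a block, over alternatives from 0.0262 to 0.182. *EXT6* had a log2 fold change of 1.10 in *cbl7-2* (adjusted p = 0.0579) and did not pass, although the size was near that of *EXT10*. A call in Col-3 alone is no test of a difference between the responses, and no gene passed limma's interaction test. In Col-3 the call of *EXT6* was lost without Col-3 mock replicate 2 or Col-3 *S. indica* replicate 2 or 3 (adjusted p 0.0640 to 0.0754), that of *EXT10* without Col-3 mock replicate 2 or Col-3 *S. indica* replicate 2 or 3 (adjusted p 0.0580 to 0.0712), that of *LRX1* without Col-3 mock replicate 2 or Col-3 *S. indica* replicate 2 or 3 (adjusted p 0.0646 to 0.0750) and that of *HRGP1* without Col-3 mock replicate 2 or Col-3 *S. indica* replicate 2 or 3 (adjusted p 0.0848 to 0.0984), and in *cbl7-2* that of *LRX1* without *cbl7-2* mock replicate 2 or 3 or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0794 to 0.150) and that of *EXT10* without *cbl7-2* mock replicate 2 or 3 or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.101 to 0.182). In *cbl7-2* *LRX1* did not pass with no filter or quantile normalization (adjusted p 0.0517 to 0.0941) either, nor did *EXT10* with no filter, TPM, quantile normalization or the replicate block (adjusted p 0.0507 to 0.108).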

Extensin proteins play an important role in cell wall sensing. They are insoluble cell wall components that act as protein−protein interaction platforms to which peptide hormones and transmembrane receptors can bind, thereby relaying the perception of extracellular stimuli to the cytoplasm (Herger et al., 2019). These transcriptomic alterations possibly make the *cbl7* mutant more responsive to changes in its environment, including the perception of beneficial and pathogenic microbes on the root surface and in the apoplast.

This notion is further supported by the strongly induced plant defense response in *cbl7‐2*. When comparing the transcriptional responses of *cbl7‐2* plants infected with *S. indica* versus uninfected *cbl7‐2* control plants with the corresponding responses of Col‐3 plants, we found a significant enrichment of genes that fall into the secondary metabolite biosynthesis GO term in *cbl7‐2*. This group contains the TF genes *NAC042*, *WRK33* and *WRK51*, as well as the cytochrome P450 genes *CYP71B3*, *CYP71A12*, *CYP71A13* and *CYP71B15* (PAD3) encoding proteins involved in the biosynthesis of glucosinolates and camalexin, two secondary metabolites involved in the defense against pathogens (Glawischnig, 2007; Malka & Cheng, 2017). A previous study has already investigated the role of compounds derived from indole‐3‐acetaldoxime (IAOx) in the interaction of Arabidopsis with its root endophyte *S. indica* (Nongbri et al., 2012). The authors provide conclusive evidence that the infection of Arabidopsis with *S. indica* includes the induction of the formation of IAOx derived compounds during early stages of the interaction as a general defense response of the host plant. After the establishment of the symbiosis, the formation of indole glucosinolates and camalexin was reported to decrease. However, a certain wild‐type level of these compounds appears to be required to avoid excessive root colonization, as the lack of these compounds in the IAOx‐deficient *cyp79b2/cyp79b3* double mutant results in significantly increased root colonization, which is accompanied by a complete loss of fungus‐conferred plant growth promotion. Excessive root colonization is suggested to convert the beneficial interaction between *S. indica* and Arabidopsis into a physiological burden for the host plant. In case of the *cbl7‐2* mutant, the limitation of the formation of IAOx‐derived secondary metabolites is not working properly, because we still found these plant defense‐related genes induced after 14 days of cocultivation. Consequently, it must be concluded that the mutant overreacts to the biotic stress caused by the fungus, which results in a stronger defense response and a less efficient establishment of the symbiosis. Both the visual inspection of root colonization by Trypan blue staining and the quantification of root colonization by qPCR confirmed the reduced colonization of *cbl7* mutant roots with *S. indica* relative to those of wild‐type controls.

In summary, our work provides functional analyses of the cytoplasmic Ca^2+^ sensor CBL7 in the context of plant−fungus interactions. Based on the presented results, we propose that *CBL7* is induced during root infection of Arabidopsis with *S. indica* and contributes to the control of the classical plant defense. The loss of *CBL7* unequivocally blocks the normally observed promotion of *S. indica*‐triggered plant growth, likely through a reduced root colonization, as the long‐term harmony between the two symbionts is out of balance in the mutant. Furthermore, our work shed additional light on the so far undisclosed role of CBL7 in controlling potassium translocation in the plant body, most probably through its interaction with the plasma membrane ATPase AHA2. Under normal conditions, Ca^2+^ signals elicited by the root infection trigger the dissociation of the CBL7/CIPK11/AHA2 complex (Yang et al., 2019), which subsequently results in the hyperpolarization of the membrane. Consequently, this leads to the inactivation of outward rectifying potassium channels and a reduced flux of K^+^ into the xylem, which in turn results in an increase of potassium in the roots. In this context, it needs to be remarked that the expression of neither *SKOR* and *NPF7.3*/*NRT1.5* nor *SGN3*, which have previously been associated with K^+^ transport in Arabidopsis (Drechsler et al., 2015; Pfister et al., 2014), appeared to be significantly altered in the *cbl7‐2* mutant. It will be a thrilling future task to decipher whether impaired repression of plant defense responses or out‐of‐control potassium translocation in *cbl7* are the cause of the observed reduced root colonization and missing fungus‐triggered plant growth promotion.

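*SKOR* (AT3G02850), which encodes the channel that loads K+ into the xylem, was at 4.66 ± 0.895 FPKM in mock-treated roots labelled *cbl7-2* and 4.94 ± 0.812 in Col-3 (SD, n = 3 each), a log2 fold change of -0.07 (SE 0.15, adjusted p = 0.834 from limma). *NPF7.3* (AT1G32450), which acts in the loading of nitrate and K+ into the xylem, was at 387 ± 28.6 and 363 ± 44.7 FPKM, at 0.09 (SE 0.14, adjusted p = 0.753). *SGN3* (AT4G20140), a receptor kinase gene needed for a closed Casparian strip, was at 18.6 ± 2.26 and 12.8 ± 1.01 FPKM, at 0.50 (SE 0.15, adjusted p = 0.110). Of 20 measured genes of endodermis and suberin, none passed in mock-treated roots by limma (3 higher when adjusted over the list alone), and the list lay above the other genes by camera (adjusted p = 9.1e-04, but adjusted p = 0.342 with an estimated correlation). With *S. indica*, *SKOR*, *NPF7.3* and *SGN3* rose in Col-3, by 0.49, 0.51 and 0.66 (adjusted p = 0.0369, 0.0223 and 0.0122), and had log2 fold changes of 0.35, 0.05 and 0.33 in *cbl7-2* (adjusted p of at least 0.146). The differences between the genotypes had adjusted p of at least 0.827 by limma's interaction test. Of the 26 potassium transport genes, 10 rose, none fell and 16 did not pass in Col-3, and 2 rose, none fell and 24 did not pass in *cbl7-2*. Over all genes tested 1580 rose in Col-3 and 940 in *cbl7-2* without a fold-change limit. *CHX17*, a K+/H+ exchanger gene, rose in both, by 1.31 (SE 0.18, adjusted p = 6.7e-04) and 0.97 (SE 0.18, adjusted p = 0.00659), as did *KUP6*, by 0.61 and 0.50. The potassium list's camera adjusted p was 7.7e-05 in Col-3 and 0.0350 in *cbl7-2*, and 0.00389 for the difference (adjusted p = 0.173, 0.362 and 0.451 with an estimated correlation). In Col-3 the call of *SKOR* was lost without Col-3 mock replicate 2 or 3 or any 1 Col-3 *S. indica* library (adjusted p 0.0653 to 0.132), that of *NPF7.3* without Col-3 mock replicate 2 or Col-3 *S. indica* replicate 2 or 3 (adjusted p 0.0521 to 0.101) and that of *SGN3* without Col-3 *S. indica* replicate 2 or 3 (adjusted p 0.0570 to 0.0698), and in *cbl7-2* that of *KUP6* without *cbl7-2* mock replicate 3 or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0531 to 0.0736). *SKOR* did not pass with no filter (adjusted p = 0.0654) in Col-3 either.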

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## Supporting information

Supporting information.

Supporting information.

Supporting information.

Supporting information.

Supporting information.

Supporting information.

## Data Availability

All data supporting the findings of this study are available within the paper and within its supplementary materials published online.

## References

[pce14420-bib-0001] Ahn, S.J. , Shin, R. & Schachtman, D.P. (2004) Expression of KT/KUP genes in Arabidopsis and the role of root hairs in K+ uptake. Plant Physiology, 134(3), 1135–1145. Available at 10.1104/pp.103.034660 14988478PMC389937

[pce14420-bib-0002] Alonso, J.M. , Stepanova, A.N. , Leisse, T.J. , Kim, C.J. , Chen, H. , Shinn, P. et al. (2003) Genome‐wide insertional mutagenesis of *Arabidopsis thaliana* . Science, 301(5633), 653–657. Available at 10.1126/science.1086391 12893945

[pce14420-bib-0003] Álvarez‐Aragón, R. , Haro, R. , Benito, B. & Rodríguez‐Navarro, A. (2016) Salt intolerance in Arabidopsis: shoot and root sodium toxicity, and inhibition by sodium‐plus‐potassium overaccumulation. Planta, 243(1), 97–114. Available at 10.1007/s00425-015-2400-7 26345991

[pce14420-bib-0004] Amo, J. , Lara, A. , Martínez‐Martínez, A. , Martínez, V. , Rubio, F. & Nieves‐Cordones, M. (2021) The protein kinase SlCIPK23 boosts K^+^ and Na^+^ uptake in tomato plants. Plant, Cell and Environment, 44(12), 3589–3605. Available at 10.1111/pce.14189 34545584

[pce14420-bib-0005] Anders, S. , Pyl, P.T. & Huber, W. (2014) HTSeq—a python framework to work with high‐throughput sequencing data. Bioinformatics, 31(2), 166–169. Available at 10.1093/bioinformatics/btu638 25260700PMC4287950

[pce14420-bib-0006] Armengaud, P. , Breitling, R. & Amtmann, A. (2004) The potassium‐dependent transcriptome of Arabidopsis reveals a prominent role of jasmonic acid in nutrient signaling. Plant Physiology, 136(1), 2556–2576. Available at 10.1104/pp.104.046482 15347784PMC523322

[pce14420-bib-0007] Bader, G.D. & Hogue, C.W.V. (2003) An automated method for finding molecular complexes in large protein interaction networks. BMC Bioinformatics, 4(1), 2. Available at 10.1186/1471-2105-4-2 12525261PMC149346

[pce14420-bib-0008] Bakshi, M. , Sherameti, I. , Meichsner, D. , Thürich, J. , Varma, A. , Johri, A.K. et al. (2017) *Piriformospora indica* reprograms gene expression in Arabidopsis phosphate metabolism mutants but does not compensate for phosphate limitation. Frontiers in Microbiology, 8, 1262. Available at 10.3389/fmicb.2017.01262 28747898PMC5506084

[pce14420-bib-0009] Batistič, O. & Kudla, J. (2012) Analysis of calcium signaling pathways in plants. Biochimica et Biophysica Acta (BBA)—General Subjects, 1820(8), 1283–1293. Available at 10.1016/j.bbagen.2011.10.012 22061997

[pce14420-bib-0010] Benjamini, Y. & Hochberg, Y. (1995) Controlling the false discovery rate: a practical and powerful approach to multiple testing. Journal of the Royal Statistical Society: Series B (Methodological), 57(1), 289–300. Available at 10.1111/j.2517-6161.1995.tb02031.x

[pce14420-bib-0011] Bindea, G. , Mlecnik, B. , Hackl, H. , Charoentong, P. , Tosolini, M. , Kirilovsky, A. et al. (2009) ClueGO: a cytoscape plug‐in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics, 25(8), 1091–1093. Available at 10.1093/bioinformatics/btp101 19237447PMC2666812

[pce14420-bib-0012] Birkenbihl, R.P. , Diezel, C. & Somssich, I.E. (2012) Arabidopsis WRKY33 is a key transcriptional regulator of hormonal and metabolic responses toward *Botrytis cinerea* infection. Plant Physiology, 159(1), 266–285. Available at 10.1104/pp.111.192641 22392279PMC3375964

[pce14420-bib-0013] Bütehorn, B. , Rhody, D. & Franken, P. (2000) Isolation and characterisation of Pitef1 encoding the translation elongation factor EF‐1α of the root endophyte piriformospora indica. Plant Biology, 2(6), 687–692. Available at 10.1055/s-2000-16647

[pce14420-bib-0014] Chen, L.‐Q. , Hou, B.‐H. , Lalonde, S. , Takanaga, H. , Hartung, M.L. , Qu, X.‐Q. et al. (2010) Sugar transporters for intercellular exchange and nutrition of pathogens. Nature, 468(7323), 527–532. Available at 10.1038/nature09606 21107422PMC3000469

[pce14420-bib-0015] Chen, L.‐Q. , Qu, X.‐Q. , Hou, B.‐H. , Sosso, D. , Osorio, S. , Fernie, A.R. et al. (2012) Sucrose efflux mediated by SWEET proteins as a key step for phloem transport. Science, 335(6065), 207–211. Available at 10.1126/science.1213351 22157085

[pce14420-bib-0016] Conchillo, L.B. , Haro, R. & Benito, B. (2021) K^+^ nutrition exchange in Serendipita‐Arabidopsis symbiosis: study of the fungal K^+^ transporters involved. Front. Ecol. Evol. 9, 789371. Available at 10.3389/fevo.2021.789371

[pce14420-bib-0017] de Bary, A. (1879) Die Erscheinung der Symbiose, Vortrag auf der Versammlung der Naturforscher und Artze zu Cassel. Verlag von K. J. Trübner, pp. 1–30.

[pce14420-bib-0018] Ding, Z.J. , Yan, J.Y. , Li, C.X. , Li, G.X. , Wu, Y.R. & Zheng, S.J. (2015) Transcription factor WRKY46 modulates the development of Arabidopsis lateral roots in osmotic/salt stress conditions via regulation of ABA signaling and auxin homeostasis. The Plant Journal, 84(1), 56–69. Available at 10.1111/tpj.12958 26252246

[pce14420-bib-0019] Dixon, D.P. , Lapthorn, A. & Edwards, R. (2002) Plant glutathione transferases. Genome Biology, 3(3), ReviewS3004. Available at 10.1186/gb-2002-3-3-reviews3004 11897031PMC139027

[pce14420-bib-0020] Doncheva, N.T. , Morris, J.H. , Gorodkin, J. & Jensen, L.J. (2019) Cytoscape StringApp: network analysis and visualization of proteomics data. Journal of Proteome Research, 18(2), 623–632. Available at 10.1021/acs.jproteome.8b00702 30450911PMC6800166

[pce14420-bib-0021] Drechsler, N. , Zheng, Y. , Bohner, A. , Nobmann, B. , von Wirén, N. , Kunze, R. et al. (2015) Nitrate‐dependent control of shoot K homeostasis by the nitrate transporter1/peptide transporter family member NPF7.3/NRT1.5 and the stelar K^+^ outward rectifier SKOR in Arabidopsis. Plant Physiology, 169(4), 2832–2847. Available at 10.1104/pp.15.01152 26508776PMC4677904

[pce14420-bib-0022] Dreyer, I. (2021) Nutrient cycling is an important mechanism for homeostasis in plant cells. Plant Physiology, 187(4), 2246–2261. Available at 10.1093/plphys/kiab217 34890457PMC8644529

[pce14420-bib-0023] Dreyer, I. & Blatt, M.R. (2009) What makes a gate? The ins and outs of Kv‐like K+ channels in plants. Trends in Plant Science, 14(7), 383–390. Available at 10.1016/j.tplants.2009.04.001 19540150

[pce14420-bib-0024] Dreyer, I. , Porée, F. , Schneider, A. , Mittelstädt, J. , Bertl, A. , Sentenac, H. et al. (2004) Assembly of plant *Shaker*‐like K_out_ channels requires two distinct sites of the channel a‐subunit. Biophysical Journal, 87(2), 858–872. Available at 10.1529/biophysj.103.037671 15298894PMC1304495

[pce14420-bib-0025] Frerigmann, H. & Gigolashvili, T. (2014) MYB34, MYB51, and MYB122 distinctly regulate indolic glucosinolate biosynthesis in *Arabidopsis thaliana* . Molecular Plant, 7(5), 814–828. Available at 10.1093/mp/ssu004 24431192

[pce14420-bib-0026] Frerigmann, H. , Piślewska‐Bednarek, M. , Sánchez‐Vallet, A. , Molina, A. , Glawischnig, E. , Gigolashvili, T. et al. (2016) Regulation of pathogen‐triggered tryptophan metabolism in *Arabidopsis thaliana* by MYB transcription factors and indole glucosinolate conversion products. Molecular Plant, 9(5), 682–695. Available at 10.1016/j.molp.2016.01.006 26802248

[pce14420-bib-0027] Galkovskyi, T. , Mileyko, Y. , Bucksch, A. , Moore, B. , Symonova, O. , Price, C.A. et al. (2012) GiA roots: software for the high throughput analysis of plant root system architecture. BMC Plant Biology, 12(1), 116. Available at 10.1186/1471-2229-12-116 22834569PMC3444351

[pce14420-bib-0028] Gaymard, F. , Pilot, G. , Lacombe, B. , Bouchez, D. , Bruneau, D. , Boucherez, J. et al. (1998) Identification and disruption of a plant shaker‐like outward channel involved in K^+^ release into the xylem sap. Cell, 94(5), 647–655. Available at 10.1016/S0092-8674(00)81606-2 9741629

[pce14420-bib-0029] Gierth, M. , Maser, P. & Schroeder, J.I. (2005) The potassium transporter AtHAK5 functions in K^+^ deprivation‐induced high‐affinity K^+^ uptake and AKT1 K^+^ channel contribution to K^+^ uptake kinetics in Arabidopsis roots. Plant Physiology, 137(3), 1105–1114. Available at 10.1104/pp.104.057216 15734909PMC1065410

[pce14420-bib-0030] Glawischnig, E. (2007) Camalexin. Phytochemistry, 68(4), 401–406. Available at 10.1016/j.phytochem.2006.12.005 17217970

[pce14420-bib-0031] González‐Teuber, M. , Urzúa, A. , Plaza, P. & Bascuñán‐Godoy, L. (2018) Effects of root endophytic fungi on response of *Chenopodium quinoa* to drought stress. Plant Ecology, 219(3), 231–240. Available at 10.1007/s11258-017-0791-1

[pce14420-bib-0032] Gullner, G. , Komives, T. , Király, L. & Schröder, P. (2018) Glutathione S‐transferase enzymes in plant‐pathogen interactions. Frontiers in Plant Science, 9(1836), 1836. Available at 10.3389/fpls.2018.01836 30622544PMC6308375

[pce14420-bib-0033] Herger, A. , Dünser, K. , Kleine‐Vehn, J. & Ringli, C. (2019) Leucine‐rich repeat extensin proteins and their role in cell wall sensing. Current Biology, 29(17), R851–R858. Available at 10.1016/j.cub.2019.07.039 31505187

[pce14420-bib-0034] Hertig, M. , Taliaferro, W.H. & Schwartz, B. (1937) The terms symbiosis, symbiont and symbiote. Journal of Parasitology, 23, 326–329.

[pce14420-bib-0035] Jacobs, S. , Zechmann, B. , Molitor, A. , Trujillo, M. , Petutschnig, E. , Lipka, V. et al. (2011) Broad‐spectrum suppression of innate immunity is required for colonization of Arabidopsis roots by the fungus *Piriformospora indica* . Plant Physiology, 156(2), 726–740. Available at 10.1104/pp.111.176446 21474434PMC3177271

[pce14420-bib-0036] Jogawat, A. , Meena, M.K. , Kundu, A. , Varma, M. & Vadassery, J. (2020) Calcium channel CNGC19 mediates basal defense signaling to regulate colonization by *Piriformospora indica* in Arabidopsis roots. Journal of Experimental Botany, 71(9), 2752–2768. Available at 10.1093/jxb/eraa028 31957790PMC7210775

[pce14420-bib-0037] Jogawat, A. , Vadassery, J. , Verma, N. , Oelmüller, R. , Dua, M. , Nevo, E. et al. (2016) PiHOG1, a stress regulator MAP kinase from the root endophyte fungus *Piriformospora indica*, confers salinity stress tolerance in rice plants. Scientific Reports, 6, 36765. Available at 10.1038/srep36765 27849025PMC5111105

[pce14420-bib-0038] Johnson, J.M. , Sherameti, I. , Nongbri, P.L. & Oelmüller, R. (2013) Standardized conditions to study beneficial and nonbeneficial traits in the *Piriformospora indica*/*Arabidopsis thaliana* interaction. In: Varma, A. , Kost, G. & Oelmüller, R. (Eds.) Piriformospora indica: Sebacinales and their biotechnological applications. Springer Berlin Heidelberg, pp. 325–343.

[pce14420-bib-0039] Jost, R. , Berkowitz, O. & Masle, J. (2007) Magnetic quantitative reverse transcription PCR: a high‐throughput method for mRNA extraction and quantitative reverse transcription PCR. Biotechniques, 43(2), 206–211. Available at 10.2144/000112534 17824388

[pce14420-bib-0040] Kiba, T. & Krapp, A. (2016) Plant nitrogen acquisition under low availability: regulation of uptake and root architecture. Plant and Cell Physiology, 57(4), 707–714. Available at 10.1093/pcp/pcw052 27025887PMC4836452

[pce14420-bib-0041] Kim, D. , Paggi, J.M. , Park, C. , Bennett, C. & Salzberg, S.L. (2019) Graph‐based genome alignment and genotyping with HISAT2 and HISAT‐genotype. Nature Biotechnology, 37(8), 907–915. Available at 10.1038/s41587-019-0201-4 PMC760550931375807

[pce14420-bib-0042] Konishi, M. & Yanagisawa, S. (2013) Arabidopsis NIN‐like transcription factors have a central role in nitrate signalling. Nature Communications, 4(1), 1617. Available at 10.1038/ncomms2621 23511481

[pce14420-bib-0043] Krouk, G. & Kiba, T. (2020) Nitrogen and phosphorus interactions in plants: from agronomic to physiological and molecular insights. Current Opinion in Plant Biology, 57, 104–109. Available at 10.1016/j.pbi.2020.07.002 32882570

[pce14420-bib-0044] Kudla, J. , Batistič, O. & Hashimoto, K. (2010) Calcium signals: the lead currency of plant information processing. The Plant Cell, 22(3), 541–563. Available at 10.1105/tpc.109.072686 20354197PMC2861448

[pce14420-bib-0045] Kudla, J. , Becker, D. , Grill, E. , Hedrich, R. , Hippler, M. , Kummer, U. et al. (2018) Advances and current challenges in calcium signaling. New Phytologist, 218(2), 414–431. Available at 10.1111/nph.14966 29332310

[pce14420-bib-0046] Lahrmann, U. , Strehmel, N. , Langen, G. , Frerigmann, H. , Leson, L. , Ding, Y. et al. (2015) Mutualistic root endophytism is not associated with the reduction of saprotrophic traits and requires a noncompromised plant innate immunity. New Phytologist, 207(3), 841–857. Available at 10.1111/nph.13411 25919406

[pce14420-bib-0047] Lan, W.‐Z. , Lee, S.‐C. , Che, Y.‐F. , Jiang, Y.‐Q. & Luan, S. (2011) Mechanistic analysis of AKT1 regulation by the CBL–CIPK–PP2CA interactions. Molecular Plant, 4(3), 527–536. Available at 10.1093/mp/ssr031 21596690

[pce14420-bib-0048] Lee, S.C. , Lan, W.‐Z. , Kim, B.‐G. , Li, L. , Cheong, Y.H. , Pandey, G.K. et al. (2007) A protein phosphorylation/dephosphorylation network regulates a plant potassium channel. Proceedings of the National Academy of Sciences, 104(40), 15959–15964. Available at 10.1073/pnas.0707912104 PMC200041517898163

[pce14420-bib-0049] Li, J. , Zhong, R. & Palva, E.T. (2017) WRKY70 and its homolog WRKY54 negatively modulate the cell wall‐associated defenses to necrotrophic pathogens in Arabidopsis. PLoS One, 12(8), e0183731. Available at 10.1371/journal.pone.0183731 28837631PMC5570282

[pce14420-bib-0050] Liu, K.‐H. & Tsay, Y.‐F. (2003) Switching between the two action modes of the dual‐affinity nitrate transporter CHL1 by phosphorylation. The EMBO Journal, 22(5), 1005–1013. Available at 10.1093/emboj/cdg118 12606566PMC150351

[pce14420-bib-0051] Livak, K.J. & Schmittgen, T.D. (2001) Analysis of relative gene expression data using real‐time quantitative PCR and the 2(‐delta delta C(T)) method. Methods, 25(4), 402–408. Available at 10.1006/meth.2001.1262 11846609

[pce14420-bib-0052] Lorkovic, Z.J. , Lehner, R. , Forstner, C. & Barta, A. (2005) Evolutionary conservation of minor U12‐type spliceosome between plants and humans. RNA, 11(7), 1095–1107. Available at 10.1261/rna.2440305 15987817PMC1370794

[pce14420-bib-0053] Love, M.I. , Huber, W. & Anders, S. (2014) Moderated estimation of fold change and dispersion for RNA‐seq data with DESeq. 2. Genome Biology, 15(12), 550. Available at 10.1186/s13059-014-0550-8 25516281PMC4302049

[pce14420-bib-0054] Ma, Q. , Tang, R.‐J. , Zheng, X.‐J. , Wang, S.‐M. & Luan, S. (2015) The calcium sensor CBL7 modulates plant responses to low nitrate in *Arabidopsis* . Biochemical and Biophysical Research Communications, 468(1), 59–65. Available at 10.1016/j.bbrc.2015.10.164 26549233

[pce14420-bib-0055] Maierhofer, T. , Diekmann, M. , Offenborn, J.N. , Lind, C. , Bauer, H. , Hashimoto, K. et al. (2014) Site‐ and kinase‐specific phosphorylation‐mediated activation of SLAC1, a guard cell anion channel stimulated by abscisic acid. Science Signaling, 7(342), ra86. Available at 10.1126/scisignal.2005703 25205850

[pce14420-bib-0056] Malka, S.K. & Cheng, Y. (2017) Possible interactions between the biosynthetic pathways of indole glucosinolate and auxin. Frontiers in Plant Science, 8(2131), 2131. Available at 10.3389/fpls.2017.02131 29312389PMC5735125

[pce14420-bib-0057] Marchive, C. , Roudier, F. , Castaings, L. , Bréhaut, V. , Blondet, E. , Colot, V. et al. (2013) Nuclear retention of the transcription factor NLP7 orchestrates the early response to nitrate in plants. Nature Communications, 4, 1713. Available at 10.1038/ncomms2650 23591880

[pce14420-bib-0058] Mensah, R.A. , Li, D. , Liu, F. , Tian, N. , Sun, X. , Hao, X. et al. (2020) Versatile *Piriformospora indica* and its potential applications in horticultural crops. Horticultural Plant Journal, 6(2), 111–121. Available at 10.1016/j.hpj.2020.01.002

[pce14420-bib-0059] Merico, D. , Isserlin, R. , Stueker, O. , Emili, A. & Bader, G.D. (2010) Enrichment map: a network‐based method for gene set enrichment visualization and interpretation. PLoS One, 5(11), e13984. Available at 10.1371/journal.pone.0013984 21085593PMC2981572

[pce14420-bib-0060] Millet, Y.A. , Danna, C.H. , Clay, N.K. , Songnuan, W. , Simon, M.D. , Werck‐Reichhart, D. et al. (2010) Innate immune responses activated in Arabidopsis roots by microbe‐associated molecular patterns. The Plant Cell, 22(3), 973–990. Available at 10.1105/tpc.109.069658 20348432PMC2861455

[pce14420-bib-0061] Monaghan, J. , Xu, F. , Xu, S. , Zhang, Y. & Li, X. (2010) Two putative RNA‐binding proteins function with unequal genetic redundancy in the MOS4‐associated complex. Plant Physiology, 154(4), 1783–1793. Available at 10.1104/pp.110.158931 20943852PMC2996007

[pce14420-bib-0062] Murashige, T. & Skoog, F. (1962) A revised medium for rapid growth and bio assays with tobacco tissue cultures. Physiologia Plantarum, 15(3), 473–497. Available at 10.1111/j.1399-3054.1962.tb08052.x

[pce14420-bib-0063] Nolte, H. , MacVicar, T.D. , Tellkamp, F. & Krüger, M. (2018) Instant clue: a software suite for interactive data visualization and analysis. Scientific Reports, 8(1), 12648. Available at 10.1038/s41598-018-31154-6 30140043PMC6107636

[pce14420-bib-0064] Nongbri, P.L. , Johnson, J.M. , Sherameti, I. , Glawischnig, E. , Halkier, B.A. & Oelmuller, R. (2012) Indole‐3‐acetaldoxime‐derived compounds restrict root colonization in the beneficial interaction between Arabidopsis roots and the endophyte *Piriformospora indica* . Molecular Plant‐Microbe Interactions, 25(9), 1186–1197. Available at 10.1094/MPMI-03-12-0071-R 22852809

[pce14420-bib-0065] Ohta, M. , Guo, Y. , Halfter, U. & Zhu, J.K. (2003) A novel domain in the protein kinase SOS2 mediates interaction with the protein phosphatase 2C ABI2. Proceedings of the National Academy of Sciences of the United States of America, 100(20), 11771–11776. Available at 10.1073/pnas.2034853100 14504388PMC208833

[pce14420-bib-0066] Oñate‐Sánchez, L. & Vicente‐Carbajosa, J. (2008) DNA‐free RNA isolation protocols for *Arabidopsis thaliana*, including seeds and siliques. BMC Research Notes, 1, 93. Available at 10.1186/1756-0500-1-93 18937828PMC2613888

[pce14420-bib-0067] Pérez‐Alonso, M.M. , Ortiz‐García, P. , Moya‐Cuevas, J. , Lehmann, T. , Sánchez‐Parra, B. , Björk, R.G. et al. (2021) Endogenous indole‐3‐acetamide levels contribute to the crosstalk between auxin and abscisic acid, and trigger plant stress responses in *Arabidopsis thaliana* . Journal of Experimental Botany, 72(2), 459–475. Available at 10.1093/jxb/eraa485 33068437PMC7853601

[pce14420-bib-0068] Peskan‐Berghofer, T. , Shahollari, B. , Giong, P.H. , Hehl, S. , Markert, C. , Blanke, V. et al. (2004) Association of *Piriformospora indica* with *Arabidopsis thaliana* roots represents a novel system to study beneficial plant–microbe interactions and involves early plant protein modifications in the endoplasmic reticulum and at the plasma membrane. Physiologia Plantarum, 122(4), 465–477. Available at 10.1111/j.1399-3054.2004.00424.x

[pce14420-bib-0069] Pfister, A. , Barberon, M. , Alassimone, J. , Kalmbach, L. , Lee, Y. , Vermeer, J.E. et al. (2014) A receptor‐like kinase mutant with absent endodermal diffusion barrier displays selective nutrient homeostasis defects. eLife, 3, e03115. Available at 10.7554/eLife.03115 25233277PMC4164916

[pce14420-bib-0070] Pivato, M. & Ballottari, M. (2021) *Chlamydomonas reinhardtii* cellular compartments and their contribution to intracellular calcium signalling. Journal of Experimental Botany, 72(15), 5312–5335. Available at 10.1093/jxb/erab212 34077536PMC8318260

[pce14420-bib-0071] Prasad, D. , Verma, N. , Bakshi, M. , Narayan, O.P. , Singh, A.K. , Dua, M. et al. (2018) Functional characterization of a magnesium transporter of root endophytic fungus *Piriformospora indica* . Frontiers in Microbiology, 9, 3231. Available at 10.3389/fmicb.2018.03231 30687249PMC6333687

[pce14420-bib-0072] Ragel, P. , Ródenas, R. , García‐Martín, E. , Andrés, Z. , Villalta, I. , Nieves‐Cordones, M. et al. (2015) The CBL‐interacting protein kinase CIPK23 regulates HAK5‐mediated high‐affinity K+ uptake in Arabidopsis roots. Plant Physiology, 169(4), 2863–2873. Available at 10.1104/pp.15.01401 26474642PMC4677917

[pce14420-bib-0073] Rodriguez, R.J. , Redman, R.S. & Henson, J.M. (2004) The role of fungal symbioses in the adaptation of plants to high stress environments. Mitigation and Adaptation Strategies for Global Change, 9(3), 261–272. Available at 10.1023/b:Miti.0000029922.31110.97

[pce14420-bib-0074] Rodríguez‐Navarro, A. & Ramos, J. (1984) Dual system for potassium transport in *Saccharomyces cerevisiae* . Journal of Bacteriology, 159(3), 940–945. Available at 10.1128/jb.159.3.940-945.1984 6384187PMC215750

[pce14420-bib-0075] Saga, H. , Ogawa, T. , Kai, K. , Suzuki, H. , Ogata, Y. , Sakurai, N. et al. (2012) Identification and characterization of ANAC042, a transcription factor family gene involved in the regulation of camalexin biosynthesis in arabidopsis. Molecular Plant‐Microbe Interactions®, 25(5), 684–696. Available at 10.1094/mpmi-09-11-0244 22295908

[pce14420-bib-0076] Schliebner, I. , Pribil, M. , Zuhlke, J. , Dietzmann, A. & Leister, D. (2008) A survey of chloroplast protein kinases and phosphatases in *Arabidopsis thaliana* . Current Genomics, 9(3), 184–190. Available at 10.2174/138920208784340740 19440515PMC2679645

[pce14420-bib-0077] Shannon, P. , Markiel, A. , Ozier, O. , Baliga, N.S. , Wang, J.T. , Ramage, D. et al. (2003) Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Research, 13(11), 2498–2504. Available at 10.1101/gr.1239303 14597658PMC403769

[pce14420-bib-0078] Shin, R. & Schachtman, D.P. (2004) Hydrogen peroxide mediates plant root cell response to nutrient deprivation. Proceedings of the National Academy of Sciences of the United States of America, 101(23), 8827–8832. Available at 10.1073/pnas.0401707101 15173595PMC423280

[pce14420-bib-0079] Sivitz, A.B. , Hermand, V. , Curie, C. & Vert, G. (2012) Arabidopsis bHLH100 and bHLH101 control iron homeostasis via a FIT‐independent pathway. PLoS One, 7(9), e44843. Available at 10.1371/journal.pone.0044843 22984573PMC3439455

[pce14420-bib-0080] Sun, C. , Shao, Y. , Vahabi, K. , Lu, J. , Bhattacharya, S. , Dong, S. et al. (2014) The beneficial fungus *Piriformospora indica* protects Arabidopsis from *Verticillium dahliae* infection by downregulation plant defense responses. BMC Plant Biology, 14, 268. Available at 10.1186/s12870-014-0268-5 25297988PMC4198706

[pce14420-bib-0081] Tang, R.‐J. , Wang, C. , Li, K. & Luan, S. (2020) The CBL–CIPK calcium signaling network: unified paradigm from 20 years of discoveries. Trends in Plant Science, 25(6), 604–617. Available at 10.1016/j.tplants.2020.01.009 32407699

[pce14420-bib-0082] Taylor‐Teeples, M. , Lin, L. , de Lucas, M. , Turco, G. , Toal, T.W. , Gaudinier, A. et al. (2015) An Arabidopsis gene regulatory network for secondary cell wall synthesis. Nature, 517(7536), 571–575. Available at 10.1038/nature14099 25533953PMC4333722

[pce14420-bib-0083] Thimm, O. , Bläsing, O. , Gibon, Y. , Nagel, A. , Meyer, S. , Krüger, P. et al. (2004) MAPMAN: a user‐driven tool to display genomics data sets onto diagrams of metabolic pathways and other biological processes. Plant Journal, 37(6), 914–939. Available at 10.1111/j.1365-313X.2004.02016.x 14996223

[pce14420-bib-0084] Thor, K. (2019) Calcium—nutrient and messenger. Frontiers in Plant Science, 10(440), 440. Available at 10.3389/fpls.2019.00440 31073302PMC6495005

[pce14420-bib-0085] Tong, T. , Li, Q. , Jiang, W. , Chen, G. , Xue, D. , Deng, F. et al. (2021) Molecular evolution of calcium signaling and transport in plant adaptation to abiotic stress. International Journal of Molecular Sciences, 22(22), 12308.3483019010.3390/ijms222212308PMC8618852

[pce14420-bib-0086] Vadassery, J. & Oelmüller, R. (2009) Calcium signaling in pathogenic and beneficial plant microbe interactions: what can we learn from the interaction between *Piriformospora indica* and *Arabidopsis thaliana* . Plant Signaling & Behavior, 4(11), 1024–1027. Available at 10.4161/psb.4.11.9800 19829075PMC2819509

[pce14420-bib-0087] Vadassery, J. , Ranf, S. , Drzewiecki, C. , Mithöfer, A. , Mazars, C. , Scheel, D. et al. (2009) A cell wall extract from the endophytic fungus *Piriformospora indica* promotes growth of Arabidopsis seedlings and induces intracellular calcium elevation in roots. The Plant Journal, 59(2), 193–206. Available at 10.1111/j.1365-313X.2009.03867.x 19392691

[pce14420-bib-0088] Varma, A. , Savita, V. , Sudha, . , Sahay, N. , Butehorn, B. & Franken, P. (1999) *Piriformospora indica*, a cultivable plant‐growth‐promoting root endophyte. Applied and Environmental Microbiology, 65(6), 2741–2744. Available at 10.1128/AEM.65.6.2741-2744.1999 10347070PMC91405

[pce14420-bib-0089] Verma, S. , Varma, A. , Rexer, K.‐H. , Hassel, A. , Kost, G. , Sarbhoy, A. et al. (1998) *Piriformospora indica*, gen. et sp. nov., a new root‐colonizing fungus. Mycologia, 90(5), 896–903. Available at 10.1080/00275514.1998.12026983

[pce14420-bib-0090] Waller, F. , Achatz, B. , Baltruschat, H. , Fodor, J. , Becker, K. , Fischer, M. et al. (2005) The endophytic fungus *Piriformospora indica* reprograms barley to salt‐stress tolerance, disease resistance, and higher yield. Proceedings of the National Academy of Sciences of the United States of America, 102(38), 13386–13391. Available at 10.1073/pnas.0504423102 16174735PMC1224632

[pce14420-bib-0091] Weiss, M. , Waller, F. , Zuccaro, A. & Selosse, M.A. (2016) Sebacinales—one thousand and one interactions with land plants. New Phytologist, 211(1), 20–40. Available at 10.1111/nph.13977 27193559

[pce14420-bib-0092] Wittstock, U. & Burow, M. (2010) Glucosinolate breakdown in Arabidopsis: mechanism, regulation and biological significance. The Arabidopsis Book, 8, e0134. Available at 10.1199/tab.0134 22303260PMC3244901

[pce14420-bib-0093] Xu, L. , Wu, C. , Oelmüller, R. & Zhang, W. (2018) Role of phytohormones in *Piriformospora indica*‐induced growth promotion and stress tolerance in plants: more questions than answers. Frontiers in Microbiology, 9, 1646. Available at 10.3389/fmicb.2018.01646 30140257PMC6094092

[pce14420-bib-0094] Yang, Y. , Wu, Y. , Ma, L. , Yang, Z. , Dong, Q. , Li, Q. et al. (2019) The Ca^2+^ sensor SCaBP3/CBL7 modulates plasma membrane H^+^‐ATPase activity and promotes alkali tolerance in arabidopsis. The Plant Cell, 31(6), 1367–1384. Available at 10.1105/tpc.18.00568 30962395PMC6588306

[pce14420-bib-0095] Zamioudis, C. , Korteland, J. , Van Pelt, J.A. , van Hamersveld, M. , Dombrowski, N. , Bai, Y. et al. (2015) Rhizobacterial volatiles and photosynthesis‐related signals coordinate MYB72 expression in Arabidopsis roots during onset of induced systemic resistance and iron‐deficiency responses. The Plant Journal, 84(2), 309–322. Available at 10.1111/tpj.12995 26307542PMC5019235

[pce14420-bib-0096] Zhou, J. , Wang, X. , He, Y. , Sang, T. , Wang, P. , Dai, S. et al. (2020) Differential phosphorylation of the transcription factor WRKY33 by the protein kinases CPK5/CPK6 and MPK3/MPK6 cooperatively regulates camalexin biosynthesis in Arabidopsis. The Plant Cell, 32(8), 2621–2638. Available at 10.1105/tpc.19.00971 32439826PMC7401014

# Supplementary material for: The calcium sensor CBL7 is required for Serendipita indica‐induced growth stimulation in Arabidopsis thaliana, controlling defense against the endophyte and K+ homoeostasis in the symbiosis
**Source:** Plant Cell Environ. 2022 Aug 29;45(11):3367–82. doi: 10.1111/pce.14420
**Supplement:** Supplementary file 6 — Supporting information.

# Short legends for Supporting Information

Supplemental Data Sheet 1: Primers used for genotyping, cloning and expression

analysis

Supplemental Data Sheet 2: RNA-seq analysis of *S. indica* and mock treated Arabidopsis wild-type seedlings.

Supplementary Data Sheet 3: RNA-seq analysis of *S. indica* and mock treated Arabidopsis *cbl7-2* and Col-3 seedlings

Supplemental Image 1: GO and cluster analysis of induced DEGs in *S. indica* challenged wt plants compared to mock treated control plants.

Supplemental Image 2: Representative images of mock and *S. indica*-treated Arabidopsis genotypes.

How the deposited data were processed for this re-analysis (not part of the article)

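The data are 12 libraries of *Arabidopsis* root RNA, 3 biological replicates of each of 4 groups: Col-3 and *cbl7-2*, mock treated or cocultivated with *S. indica*. Each library has 1 column in the authors' table, and groups were read from the column names and the sample labels. The values are FPKM as deposited, which the authors made from paired-end reads of polyA RNA by alignment to the genome, assignment of fragments to genes and division by gene length and library size. The paper's methods and the submitters' processing notes name different aligners for these steps (HISAT2 and TopHat2 2.0.12), and the table does not tell which of them made the FPKM. The table holds 12 columns of values, all of them used, and had not been filtered: 8203 of its genes are at 0 in every library. The columns sum to between 606299 and 652497.

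Fragments per library were recovered from the FPKM of single-exon genes, whose low values are whole multiples of the worth of 1 fragment. The depth so obtained lay between 42.1 and 56.8 M fragments (median 44.1), so that FPKM 1 in a gene of 1 kilobase stands for about 44.1 fragments in the median library. Fragments summed over the genes with a known exon length came to 107.3% to 107.8% of this depth. The recovered depth is therefore approximate, and the cause of the excess was not tested. FPKM are no counts, and the depth was used only for 1 alternative and to describe precision.

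FPKM were compared as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with a mean per group, a trend of the variance on expression and Benjamini and Hochberg's adjustment over the 20354 genes with an FPKM of at least 0.5 in at least 3 libraries. The comparisons were *cbl7-2* against Col-3 in mock-treated and in cocultivated roots, *S. indica* against mock in each genotype, and the difference of these 2 responses. The first comparison and the response of Col-3 share the mock-treated Col-3 libraries, while the responses of the 2 genotypes share none. Counts of genes use an adjusted p under 0.05 and the paper's limits of log2 1.25 or 0.35, and the difference of the responses has no fold-change limit. SE are those of the moderated test. Where single values of few libraries were compared, an exact permutation test was used, which cannot go below 0.10 with 3 libraries against 3. Tables were read and figures drawn with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.

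Gene groups were tested with camera on the same values, with its preset correlation of 0.01 and again with an estimated correlation, and adjusted over the lists within a comparison. There were 23 lists written from known biology before the deposited FPKM were examined: indole glucosinolate and camalexin biosynthesis, tryptophan biosynthesis, aliphatic glucosinolate biosynthesis, myrosinases and root beta-glucosidases, salicylic acid and systemic acquired resistance, jasmonate and ethylene responses, pattern-triggered immunity, WRKY transcription factors, glutathione S-transferases, potassium transport, nitrate transport and assimilation, CBL calcium sensors and CIPK kinases, iron deficiency response, sugar transport, root hairs, endodermis and suberin, photosynthesis as a marker of green shoot tissue, SR splicing factors and snRNP proteins, circadian clock, phosphate starvation, auxin response, cell division, and the genes around *CBL7*. The paper and values of its tables, which come from these same libraries, had been seen when the tests were set. The choice of lists is therefore not independent of the paper's results. Another 3 lists, for the spliceosome, cell wall organization and ion transport, were taken from the study's own table, and the study had drawn them from the mock-treated libraries. A list needed at least 5 measured genes.

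The genes named are those the paper names for a comparison, *CBL7* with its neighbours and the CBL, CIPK and K+ transport genes of the paper, for each comparison up to 8 genes per direction with the largest change among those past both limits whose libraries did not overlap between groups, up to 8 per direction for the difference of responses, and for each list up to 4 genes with the largest change among those that passed, or 2 where none passed. The values of the paper's tables had been seen when this rule was written. Genes outside it that the text singles out were chosen after their values were seen: they are the list members that account for counts of 5 or fewer, *HISN6A* and the 3 genes that passed the difference of responses under a single alternative.

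The alternatives set in advance were a pseudocount of 0.1, no filter, a mean FPKM of at least 2, a median-of-ratios size factor, rescaling to TPM, quantile normalization, a fit of the compared groups alone, limma without the variance trend, the replicate number as a block, an estimated correlation for the lists and leaving out each library in turn. Those chosen after seeing the data were an adjusted p limit of 0.10, voom weights on the estimated fragments, a correction for GC content and gene length, a fit of the *cbl7-2* libraries alone with the replicate block, and a fold change taken as the log2 ratio of mean FPKM. Calls of named genes were followed under these settings other than the compared groups alone, limma without the trend, voom weights, the log2 ratio, the limit of 0.10 and the *cbl7-2* libraries alone, which were used for genes whose call in the paper was not found here and for sign. Whether the replicate numbers pair the libraries was checked on the deviations from the group means. In *cbl7-2* each mock library matched best the cocultivated library of its own number (correlations of 0.16, 0.21 and 0.12), so that the block is reported there beside calls it changes, and in the other comparisons it was not so. No chance level was set for these matches, and they do not establish that the libraries are paired.

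The test was tried on simulated data with 200 genes changed among 20354. The changed genes were drawn from those with a mean log2(FPKM + 1) above 1, and noise was independent between genes. Recovery in the real libraries may therefore be lower. In the comparison of *cbl7-2* and Col-3 under mock treatment it recovered 50.7% of 67 genes changed by log2 0.5, 89.6% of 67 changed by log2 1 and 100% of 66 changed by log2 2, with 7 false calls in all. The difference of responses had 7 false calls as well.

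Gene models, exon lengths and strands come from a TAIR10.1 annotation, which may differ from the TAIR10 release that the submitters' processing notes name, and no coordinates are given. Of the genes in the table, 32548 have their locus in that annotation. Not analysed here are the sequencing reads, transcripts within genes, splicing, reads of the fungus, and the paper's other experiments, among them its separate RNA sequencing of wild-type seedlings, K+ contents, growth and colonization.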

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

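The tests of a wrong library label, of scaling for the splicing factor genes and of the study's spliceosome list in cocultivated roots were chosen only after the result was seen.

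Of genes whose levels the paper's text does not report for this comparison, *ATL51* at 3.91, *FKBP16-1* at 1.72, AT4G26550 at 1.47 and *CBL7* itself at 1.29 (log2 fold changes) were higher in mock-treated libraries labelled *cbl7-2*, and after cocultivation they were at 4.30, 2.36, 1.59 and 1.96. A single library with a wrong genotype label is argued against, since over 6 libraries against 6 the lowest labelled *cbl7-2* lay at least 1.55 times above the highest Col-3 in each of the 4 genes, as are reads shared with another locus, with 0% of the 50-base exon windows of any of the 4 genes found elsewhere in the genome. A change over the wider chromosome around *ATL51* is argued against by its 10 nearest tested genes, with a median of -0.061 (range -0.45 to 0.29). It stays open whether transcription that starts in the T-DNA could run through *CBL7* into the 2 genes behind it on the same strand, a hypothesis for the chromosome 4 genes that leaves *ATL51* unexplained, and whether a further insertion or another difference between the lines may lie at *ATL51*, none of which was tested. An exchange of the genotype labels of all libraries was not tested either, while the paper's reports of lost growth promotion, changed K+ distribution and lower colonization in *cbl7* plants run as its genotypes say, and no RT-qPCR of *CBL7* in *cbl7-2* was found in the paper's text.

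The call of *CBL7* in mock-treated roots was lost without any 1 Col-3 mock library or *cbl7-2* mock replicate 1 or 2 (adjusted p 0.0591 to 0.197) or with no filter (adjusted p = 0.0801), and those of *ATL51*, *FKBP16-1* and AT4G26550 held without any 1 of the 6 libraries. The paper's own table lists *ATL51*, *FKBP16-1* and *CBL7* as higher in mock-treated *cbl7-2* too, at 3.94, 1.74 and 1.65 as log2 ratios (4.00, 1.80 and 1.71 here on that scale).

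The list of 27 splicing factor genes, of which 4 passed under mock treatment and 8 after cocultivation, had a median log2 fold change of -0.36 in mock-treated and -0.30 in cocultivated roots labelled *cbl7-2*, which share no library, but with an estimated correlation its camera adjusted p was 0.212 and 0.360. Scaling between libraries is argued against as the whole cause, since with a median-of-ratios size factor the medians were -0.28 and -0.22, with 26 and 23 of the 27 genes negative. A general fall of genes alike in expression, length and GC content is argued against too, since of 10000 matched random lists, 0% had medians as low in both comparisons, and the medians of those lists centred on 0.01 and -0.02. The study's 33 spliceosome genes were chosen on the mock-treated libraries, and in the cocultivated libraries 100% of them had a negative fold change, against 62.6% of all genes tested, although 14 passed, 19 did not and the camera adjusted p was 0.160 with an estimated correlation. A lower expression of splicing factors in this line may be biological, which is a hypothesis found and tested on the same data. The 14 genes of the list that the study did not pick had medians of -0.19 and -0.13, with 13 of 14 negative in each comparison, and none of them passed. Removing genes that were chosen as lower in the mock-treated libraries weakens the rest by itself. These medians therefore cannot tell how far the shift rests on the study's choice.

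The study's ion transport genes differed less between genotypes with the fungus than without it, with a median of -0.41 for the difference of responses, 11 of 11 genes negative and a camera adjusted p of 0.0105 with an estimated correlation. A single library is argued against, since with any 1 of the 12 libraries left out the median stayed between -0.48 (without *cbl7-2* mock replicate 3) and -0.37 (without Col-3 *S. indica* replicate 3). That the genes were chosen on the same mock-treated libraries is a candidate explanation, because 11.0% of 10000 lists of other genes with the same size of mock difference had a median as low, and those lists centred on -0.29. A loss of the difference in cocultivated roots stays open as a biological explanation.

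Lower in the mock-treated libraries labelled *cbl7-2*, and likewise outside the genes the paper discusses, were the long noncoding RNA gene AT2G08735 at -2.34, the protein-coding gene AT1G77160 at -1.45 and the noncoding RNA gene AT4G04223 at -1.65, and after cocultivation they were at -1.92, -1.38 and -1.75. The call of AT4G04223 in mock-treated roots was lost without any 1 of the 6 libraries (adjusted p 0.0558 to 0.136), and that in cocultivated roots without Col-3 *S. indica* replicate 1 or 2 or *cbl7-2* *S. indica* replicate 1 or 2 (adjusted p 0.0626 to 0.112), the former also with a pseudocount of 0.1, no filter, a median-of-ratios size factor, TPM or quantile normalization (adjusted p 0.0528 to 0.0857) and the latter with no filter (adjusted p = 0.0643). No explanation of these was tested, and groups of 3 libraries were not tested for outlying samples.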

How the results depend on the processing

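The settings with voom weights, the log2 ratio of mean FPKM, the GC and length correction, the adjusted p limit of 0.10 and the *cbl7-2* libraries alone with the replicate block were chosen after seeing the data, and the others before. Counts are given as higher and lower genes in the order *cbl7-2* against Col-3 under mock treatment at log2 1.25 (5 and 4) and at log2 0.35 (37 and 75), *S. indica* in Col-3 (182 and 10) and in *cbl7-2* (178 and 3), and *cbl7-2* against Col-3 after cocultivation (7 and 8), and where a setting or comparison is not given the count stayed within 1.5 times. With a pseudocount of 0.1 the lower genes under mock treatment were 10, the responses had 333 and 64 in Col-3 and 313 and 35 in *cbl7-2*, the cocultivated genotypes 12 and 21, and 252 genes rose and 2 fell in both genotypes. Without a filter the mock comparison had 3 and 2 at log2 1.25 and 22 higher at log2 0.35, the cocultivated genotypes 3 lower, 1 gene (AT5G62400) passed the difference of responses, and *CBL7* at 1.29 no longer passed (adjusted p = 0.0801). A mean FPKM of at least 2 gave 122 lower genes at log2 0.35. A median-of-ratios size factor gave 2 lower at log2 1.25, 66 and 44 at log2 0.35, 1 lower in *cbl7-2* and 5 lower between the cocultivated genotypes, TPM gave 35 lower at log2 0.35 and 11 lower in *cbl7-2*, and quantile normalization gave 2 lower at log2 1.25, 32 lower at log2 0.35, 1 lower in *cbl7-2* and 5 lower between the cocultivated genotypes. Fitting only the groups of the comparison gave 3 higher at log2 1.25 and 5 and 12 at log2 0.35, limma without trend 2 lower at log2 1.25 and 24 higher at log2 0.35, and the replicate block 2 lower at log2 1.25, 1 gene (AT4G08125) for the difference of responses and *CBL7* at 1.29 not past the limit (adjusted p = 0.0510, over alternatives from 0.0133 to 0.197), although libraries matched best by number throughout only within *cbl7-2*, where the block ended the calls of *NAS4*, *F6'H1*, *GH3.5*, *CBL10*, *CASP4* and *EXT10* with *S. indica* and made that of *WRKY51*. Voom weights gave 9 and 10, 58 higher at log2 0.35, 353 and 72, 320 and 39, and 14 and 28, and the log2 ratio of mean FPKM 8 and 11, 345 and 75, 319 and 41, and 14 and 31. The GC and length correction gave 2 lower at log2 1.25, 74 higher at log2 0.35, 1 lower in *cbl7-2* and 4 lower between the cocultivated genotypes, and an adjusted p limit of 0.10 gave 149 and 617 at log2 0.35. Without a fold-change limit 701 genes rose and 412 fell in both genotypes. With an estimated correlation the lists past the limit went from 18 to 3 in mock-treated roots, 19 to 4 in Col-3, 20 to 3 in *cbl7-2*, 11 to 1 for the difference of responses and 13 to 0 between cocultivated genotypes. With 1 library left out, the mock comparison had 3 to 11 higher and 2 to 5 lower at log2 1.25, and 4 to 94 and 6 to 366 at log2 0.35, with the low end of both without *cbl7-2* mock replicate 1 and the high end, like the 11, without *cbl7-2* mock replicate 3. The responses had 152 to 243 and 6 to 23 in Col-3 and 155 to 220 and 3 to 9 in *cbl7-2*, their difference 0 to 1 positive and 0 negative, the cocultivated genotypes 5 to 8 and 4 to 5, and *CBL7* under mock treatment was at 1.11 to 1.52. Of 485 values of named genes 248 passed, of which 110 held without any 1 library and 138 were lost in at least 1 such fit, and none turned sign in any of them. A setting for all libraries lost at most 75 of them (no filter), and none of the called named genes turned sign under any setting that tested them (272 of the 296 called values with a mean FPKM of at least 2). The balance of higher and lower genes under mock treatment at log2 0.35 turned, with 66 and 44 with a median-of-ratios size factor, 38 and 32 with quantile normalization and 74 and 66 with the GC and length correction, and that of the cocultivated genotypes, at 7 and 8, turned under several settings (7 and 5 with a median-of-ratios size factor or quantile normalization). Where counts moved, the cause was not tested.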

Differences from the paper's values

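All counts use the paper's limits (adjusted p under 0.05 with log2 1.25 or 0.35), with limma on log2(FPKM + 1) here and DESeq2 on counts in the paper, and alternatives are those set before the data were examined unless stated otherwise. Under mock treatment the paper gives 20 higher and 53 lower genes at log2 1.25, against 5 and 4 here, and none of the alternatives comes within 1.5 times of either. At log2 0.35 the paper gives 119 higher and 947 lower genes, against 37 and 75 here. Leaving out *cbl7-2* mock replicate 3 gives 94 higher, within 1.5 times of the paper's count, no other alternative does, and none comes near the lower genes. An adjusted p limit of 0.10, chosen after seeing the values, gives 149 higher, within 1.5 times of the paper's count, while it drops 30 of the paper's 119 genes, and its 617 lower genes still differ. Of the genes in the paper's table, 936 of the lower and 113 of the higher ones were tested here, and all of them had the paper's direction, 929 and 110 at an unadjusted p under 0.05 and 73 and 36 after adjustment.

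The text of the paper gives 22, 18 and 12 genes for the study's 3 lists, whereas the lists in its table, counted here, hold 33, 23 and 11, so these counts do not compare like lists. Of the spliceosome genes the paper gives 22 lower, against 5 here, and 16 without *cbl7-2* mock replicate 3, the 1 alternative within 1.5 times. Of the cell wall organization genes it gives 18 higher, against 3 here, and of the ion transport genes 12, against 6 here, and none of the alternatives comes within 1.5 times of either. The adjusted p limit of 0.10, chosen after seeing the values, gives 24 of the spliceosome genes and drops 9 of the 33 in the paper's table, and it gives 11 of the ion transport genes and drops 0 of 11 there.

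With *S. indica* the paper's table gives 400 higher and 113 lower genes in Col-3, against 182 and 10 here, and 512 and 35 in *cbl7-2*, against 178 and 3. A pseudocount of 0.1 gives 333 higher in Col-3 and 35 lower in *cbl7-2*, and the other alternatives differ, as do all of them for the lower genes in Col-3 and the higher genes in *cbl7-2*. Voom weights, chosen after seeing the values, give 353 higher in Col-3 and 39 lower in *cbl7-2*, within 1.5 times of the paper's counts, and drop 76 of its 400 and 14 of its 35 genes, while 72 lower in Col-3 and 320 higher in *cbl7-2* still differ. The log2 ratio of mean FPKM, also chosen after seeing the values, gives 345 and 41 for the same counts and drops 76 and 13, while 75 and 319 still differ. The paper's 317 genes higher in both genotypes, 83 in Col-3 alone and 195 in *cbl7-2* alone stand against 151, 31 and 27 here, and its 6 lower in both, 107 in Col-3 alone and 29 in *cbl7-2* alone against 0, 10 and 3. A pseudocount of 0.1 brings the higher genes in both (252), those in Col-3 alone (81) and the lower genes in *cbl7-2* alone (33) within 1.5 times, and TPM those higher in Col-3 alone (66), while the other alternatives differ. Of those chosen after seeing the values, voom weights do so for the higher genes in both (262, with 67 of the paper's dropped) and in Col-3 alone (91, 40 dropped) and the lower genes in both (4, 3 dropped) and in *cbl7-2* alone (35, 14 dropped), and the log2 ratio for the same groups (260, 85, 4 and 37, with 67, 38, 3 and 11 dropped). No alternative set in advance does so for the higher genes in *cbl7-2* alone, for those lower in both or for those lower in Col-3 alone.

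The paper's log2 fold changes are ratios, so they were set beside the log2 ratio of mean FPKM. The paper's table gives 4.42 for *CYP71A13* in Col-3, against 5.12 here. It is within the replicate SD without Col-3 mock replicate 1 or 3 (4.54 each) or without Col-3 *S. indica* replicate 3 (4.67), and under no other alternative. Across the paper's tables the 2 sets of log2 ratios had correlations of 0.997 over 1049 genes under mock treatment, 0.993 over 418 in Col-3 and 0.989 over 474 in *cbl7-2*. The values here minus the paper's had medians of 0.06, 0.08 and -0.16 in this order, with 99.7%, 87.6% and 92.6% of genes within 0.25.

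The paper states that *HAK5* is significantly induced in *cbl7-2*. Here its adjusted p was 0.0613, over alternatives from 0.0121 (without *cbl7-2* mock replicate 3) to 0.264, with a log2 ratio of 1.89, and it passes at the limit of 0.10 chosen after seeing the values. In a passage on spliceosome and cell wall genes the paper names *MAC5C* as the gene of strongest repression. Its table also holds *HISN6A* at -6.03 (adjusted p = 0.0602 here, 0.0342 with a pseudocount of 0.1 and 0.0346 without Col-3 mock replicate 1) and *MAC5C*, too low to be tested here, had an adjusted p of 0.135 without a filter. It describes *HRGP1*, *EXT3*, *EXT4*, *EXT6*, *EXT10* and *LRX1* as moderately induced in *cbl7*, and here their log2 fold changes were positive with adjusted p of 0.176, 0.0704, 0.112, 0.310, 0.322 and 0.195. Of these *EXT3* passes with voom weights (adjusted p = 0.0493) and at the limit of 0.10, both chosen after seeing the values. The paper's table also lists *BGLU34* and *CBL10* as lower in mock-treated *cbl7-2*, and here their adjusted p were 0.0975, past the limit of 0.10 alone, and 0.112. *EXT6*, in its table for *cbl7-2* with *S. indica*, had an adjusted p of 0.0579, against 0.0366 without *cbl7-2* *S. indica* replicate 2, 0.0277 with only the groups of the comparison and 9.8e-05 with the replicate block in that fit, the last chosen after seeing the data. The paper reports *SGN3* as not significantly altered in *cbl7-2*, which holds here as well (adjusted p = 0.110), while its own table lists the gene as higher.

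The paper sets more induced genes in *cbl7* against fewer in the wild type, and here the counts were 178 and 182. It ties the P450, transcription factor and glutathione S-transferase genes to the loss of *CBL7*. Here those named rose in Col-3 as well, at an adjusted p under 0.05 without a fold-change limit. The paper's own table lists *CYP71A12*, *CYP71A13*, *CYP71B15*, *NAC042*, *WRKY33*, *WRKY70* and the named glutathione S-transferase genes as higher in Col-3 too. Its values there ran from 1.32 for *CYP71B15* to 6.89 for *CYP71A12*. For these genes the rise in Col-3 is therefore no difference from the paper's table. *WRKY51* was not past the limit in *cbl7-2* (adjusted p = 0.0605, 0.0492 with the replicate block, 0.0407 with only the groups of the comparison and 0.0118 with both, the last chosen after seeing the data, and 0.154 without *cbl7-2* mock replicate 3). Of the paper's genes induced in *cbl7-2* alone, 169 were tested here, 161 had the same sign in Col-3, with medians of 0.91 in *cbl7-2* and 0.63 in Col-3, and 0 passed limma's interaction test after adjustment (28 at an unadjusted p under 0.05). Of its genes repressed in Col-3 alone, 72 were tested, with medians of -0.77 in Col-3 and -0.25 in *cbl7-2*, and 35 had an unadjusted p under 0.05 for the difference, of which 24 passed over that list alone and 0 over all genes. That list was chosen on these libraries. The paper lists *WRKY46* among processes enriched in the wild type and not in *cbl7*. Here the gene rose in both at an adjusted p under 0.05 without a fold-change limit, at 0.83 and 0.64. Neither value reached the paper's fold-change limit on this scale. As the log2 ratio of mean FPKM the Col-3 value was 1.42, against 1.34 in the paper's table. These calls rest on a different limit and do not contradict the paper's. That in *cbl7-2* was lost without *cbl7-2* mock replicate 1 or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0610 to 0.0953). For *SWEET11*, *SWEET12*, *BHLH100* and *MYB72* the calls here run as the paper states, in Col-3 and not in *cbl7-2*, although none passed the interaction test.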

Other observations

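Every comparison of gene groups in this part was read after the results were seen, although the lists and their tests were set before the deposited FPKM were examined. Clock genes were among those that passed between the genotypes under mock treatment. *GIGANTEA* (*GI*), an evening gene of the clock, was at 25.6 ± 3.00 FPKM in mock-treated roots labelled *cbl7-2* and 11.3 ± 0.887 in Col-3 (SD, n = 3 each), at 1.11 (SE 0.12, adjusted p = 0.00112). *LUX* of the evening complex and *LNK1* were higher too, at 0.57 (SE 0.10, adjusted p = 0.0258) and 0.71 (SE 0.13, adjusted p = 0.0299). After cocultivation *GI* was at 20.4 ± 3.11 and 19.9 ± 1.71 FPKM, at 0.03 (SE 0.12, adjusted p = 0.931), and the difference of its responses was -1.08 (SE 0.17, adjusted p = 0.334), which did not pass. Of 23 clock genes 3 were higher under mock treatment, none was lower and 20 did not pass (5 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.00520, adjusted p = 0.332 with an estimated correlation). After cocultivation none of the 23 passed (8 lower over the list alone, camera adjusted p = 0.00961, adjusted p = 0.447 with an estimated correlation). In Col-3 6 rose and 2 fell with *S. indica*, in *cbl7-2* 4 fell, and the list's camera adjusted p for the difference of responses was 1.2e-07 (adjusted p = 0.311 with an estimated correlation). The call of *LUX* was lost without Col-3 mock replicate 2 or 3 or *cbl7-2* mock replicate 1 (adjusted p 0.0926 to 0.166) and that of *LNK1* without Col-3 mock replicate 2 or 3 or *cbl7-2* mock replicate 1 or 2 (adjusted p 0.0532 to 0.134) or with no filter (adjusted p = 0.0585). Harvest time is not given in the labels, and whether it differed between groups was not tested.

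In groups tied to root growth and to tryptophan, from which camalexin is made, some genes passed with *S. indica*, while none of these lists passed camera with an estimated correlation. *PRP1*, a proline-rich cell wall protein gene of root hairs, rose by 1.69 (SE 0.33, adjusted p = 0.00600) in Col-3 and 1.71 (SE 0.33, adjusted p = 0.00772) in *cbl7-2*. Of 21 root hair genes 5 rose in Col-3 and 11 in *cbl7-2*, none fell, and 16 and 10 did not pass (6 and 17 higher when adjusted over the list alone, camera adjusted p = 4.8e-06 and 1.5e-11, adjusted p = 0.337 and 0.214 with an estimated correlation), and for the difference the adjusted p was 0.0451 (0.0574 with a median-of-ratios size factor, 0.832 with an estimated correlation). *ASA1*, which opens tryptophan synthesis, rose by 1.35 (SE 0.12, adjusted p = 1.2e-05) and 1.05 (SE 0.12, adjusted p = 1.2e-04), and of 10 tryptophan genes 6 rose in each genotype, none fell and 4 did not pass (over the list alone 6 higher in Col-3, and 6 higher and 1 lower in *cbl7-2*; camera adjusted p = 4.3e-05 and 1.5e-06, adjusted p = 0.173 and 0.207 with an estimated correlation). *GH3.2*, which conjugates auxin to amino acids, rose by 1.92 (SE 0.17, adjusted p = 1.1e-05) and 2.09 (SE 0.17, adjusted p = 5.0e-06). Of 13 auxin response genes 3 rose and 2 fell in Col-3 and 4 rose in *cbl7-2*, or 3 with the replicate block, *GH3.5* then at an adjusted p of 0.0521 and at 0.0692 without the filter, a call also lost without any 1 of the 6 libraries (adjusted p 0.0594 to 0.130) (camera adjusted p = 0.00977 and 0.00444, adjusted p = 0.206 and 0.207 with an estimated correlation). Of 19 cell division genes 7 fell in Col-3 and 1, *CDC20.1* at -0.61 and lost without *cbl7-2* mock replicate 2 or 3 or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0649 to 0.0973) or with no filter (adjusted p = 0.0542), in *cbl7-2*, none rose, and 12 and 18 did not pass (12 and 1 lower over the list alone, camera adjusted p = 3.6e-04 and 4.0e-04, adjusted p = 0.353 and 0.331 with an estimated correlation). Of 15 phosphate starvation genes the acid phosphatase gene *PAP17* was higher under mock treatment in roots labelled *cbl7-2*, at 0.67 (SE 0.13, adjusted p = 0.0471), a call lost without Col-3 mock replicate 2 or 3 or any 1 *cbl7-2* mock library (adjusted p 0.0512 to 0.215) or with no filter (adjusted p = 0.0822) (4 higher over the list alone, camera adjusted p = 5.4e-06, adjusted p = 0.136 with an estimated correlation), 3 rose in Col-3 with the fungus, and in *cbl7-2* *PHT1;1* rose and *PPSPASE1* fell, calls lost without any 1 *cbl7-2* mock library or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0516 to 0.143) and without *cbl7-2* mock replicate 2 or 3 or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0705 to 0.143), the former also with no filter or quantile normalization (adjusted p 0.0585 to 0.0861) and the latter with no filter, a median-of-ratios size factor or quantile normalization (adjusted p 0.0607 to 0.0820).

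After cocultivation, of 21 measured genes of the iron deficiency response 5 were higher in roots labelled *cbl7-2* than in Col-3, among them *BHLH100* at 1.75, *BHLH38* at 1.13, *MYB72* at 0.98 and *IRT1* at 0.89, none was lower and 16 did not pass (11 higher and 2 lower over the list alone, camera adjusted p = 3.6e-08, adjusted p = 0.160 with an estimated correlation). The call of *BHLH100* was lost without Col-3 *S. indica* replicate 1 (adjusted p = 0.0633), that of *BHLH38* without any 1 Col-3 *S. indica* library or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0819 to 0.123), and those of *MYB72* and *IRT1* without any 1 of the 6 libraries (adjusted p 0.0936 to 0.128 for the former and adjusted p 0.0595 to 0.125 for the latter). Of 20 genes of endodermis and suberin, *CYP86A1* and *ABCG6* of suberin synthesis and export were higher in the same comparison, at 0.49 (SE 0.08, adjusted p = 0.0160) and 0.48 (SE 0.11, adjusted p = 0.0412), none was lower and 18 did not pass (7 higher over the list alone, camera adjusted p = 7.3e-11, adjusted p = 0.160 with an estimated correlation). The call of *CYP86A1* was lost without Col-3 *S. indica* replicate 1 or 2 or *cbl7-2* *S. indica* replicate 2 or 3 (adjusted p 0.0578 to 0.0811) and that of *ABCG6* without Col-3 *S. indica* replicate 1 or 2 or any 1 *cbl7-2* *S. indica* library (adjusted p 0.0706 to 0.146). With *S. indica* 2 endodermis genes rose in Col-3, *SGN3* and *ABCG6*, calls lost without Col-3 *S. indica* replicate 2 or 3 (adjusted p 0.0570 to 0.0698) and without any 1 Col-3 mock library or Col-3 *S. indica* replicate 2 or 3 (adjusted p 0.0555 to 0.189). In *cbl7-2* 3 rose, *ABCG6*, *CASP5* and *CASP4*, calls lost without *cbl7-2* mock replicate 2 or 3 or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0629 to 0.0967), without *cbl7-2* mock replicate 1 or 2 or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0889 to 0.159) and without any 1 *cbl7-2* mock library or *cbl7-2* *S. indica* replicate 1 or 3 (adjusted p 0.0766 to 0.181), and *CASP4* did not pass with the replicate block (adjusted p = 0.0630), which leaves 2. Without the filter *ABCG6* did not pass in Col-3 (adjusted p = 0.0571), nor *CASP4* and *CASP5* in *cbl7-2* (adjusted p = 0.0976 and 0.0891), nor *CASP4* with quantile normalization (adjusted p = 0.0546). Without the filter the calls between the cocultivated genotypes of *ABCG6* (adjusted p = 0.0657), *BHLH38* (adjusted p = 0.0815), *MYB72* (adjusted p = 0.0788) and *IRT1* (adjusted p = 0.0795) were lost as well, as were those of *ABCG6* and *IRT1* with quantile normalization (adjusted p = 0.0517 and 0.0821). Markers of other cells lay higher in the same libraries labelled *cbl7-2*, with 13 of 17 green shoot genes positive (median 0.24, camera adjusted p = 3.0e-05, adjusted p = 0.482 with an estimated correlation) and 18 of 21 root hair genes (median 0.28, adjusted p = 4.0e-06 and 0.447), of which 1 and 0 passed by limma.

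The study's 3 lists, chosen on the mock-treated libraries, could be read again in the cocultivated libraries, which they were not chosen on. The spliceosome genes had a median of -0.38 there, against -0.41 under mock treatment, with 33 of 33 negative (100%, where 62.6% of all genes tested were negative). The cell wall genes had a median of 0.28 against 0.66, with 21 of 22 positive, and the ion transport genes 0.10 against 0.56, with 10 of 11 positive. These are medians and counts of signs, and in the cocultivated libraries 14 of 33, 1 of 22 and 0 of 11 genes passed, and with an estimated correlation no list passed camera (adjusted p = 0.160, 0.160 and 0.0999). Of the cell wall genes 14 rose with *S. indica* in Col-3 (camera adjusted p = 6.1e-08, adjusted p = 0.108 with an estimated correlation) and 4 rose and 1 fell in *cbl7-2*.

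The paper states that *HAK5*, *CIPK13* and *CBL7* are induced by *S. indica* early and later in the interaction. That rests on a separate RNA sequencing experiment and on qRT-PCR, neither of which was analysed here. Both were made at earlier times than the 14 days that the labels give for the present libraries. In Col-3 of the present libraries the genes' log2 fold changes with the fungus were 0.17 (SE 0.36, adjusted p = 0.767), -0.21 (SE 0.23, adjusted p = 0.541) and -0.07 (SE 0.24, adjusted p = 0.855) from limma, none of which passed. Since experiment and time differ, these values do not test the paper's statement.

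The counts were set against other splits of the same libraries. For 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and the number of splits with a count as large, the real one included, was 1 for each count but 1. For *cbl7-2* against Col-3 under mock treatment the real counts at log2 1.25 were 5 and 4 and the highest other was 1 in both directions, and at log2 0.35 they were 37 and 75 and the highest other was 44, so that 2 splits had as many higher genes. For *S. indica* in Col-3 (182 and 10) and in *cbl7-2* (178 and 3) and for the cocultivated genotypes (7 and 8) the highest other was 0 by limma. Every other split of 3 libraries against 3 mixed both conditions in each group, which moves the real difference into the spread. These highest other counts therefore set no chance level for the real ones. For the difference of responses the real count by limma was 0 in each direction, with 1218 genes at an unadjusted p under 0.05. As many is reached by 100 of 100 draws of the genotype within treatments whatever they hold, so this says nothing on chance. The highest other was 2004, from the 1 draw that exchanged all genotype labels in 1 treatment and none in the other, which carries the real difference between the genotypes into the contrast. In the 41 draws that took as many libraries labelled *cbl7-2* in both treatments the highest other was 1, and 2 of them had at least 1218 genes at an unadjusted p under 0.05, against 26 of all 100 draws, the real labels included (highest other 5798). Each group of those 41 draws mixed both genotypes, and their median was 455 such genes, where chance gives 1018. They therefore set no chance level for the real labels.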
